# Antibiotic-induced microbiome depletion alters metabolic homeostasis by affecting gut signaling and colonic metabolism

**DOI:** 10.1038/s41467-018-05336-9

**Published:** 2018-07-20

**Authors:** Amir Zarrinpar, Amandine Chaix, Zhenjiang Z. Xu, Max W. Chang, Clarisse A. Marotz, Alan Saghatelian, Rob Knight, Satchidananda Panda

## Abstract

Antibiotic-induced microbiome depletion (AIMD) has been used frequently to study the role of the gut microbiome in pathological conditions. However, unlike germ-free mice, the effects of AIMD on host metabolism remain incompletely understood. Here we show the effects of AIMD to elucidate its effects on gut homeostasis, luminal signaling, and metabolism. We demonstrate that AIMD, which decreases luminal Firmicutes and Bacteroidetes species, decreases baseline serum glucose levels, reduces glucose surge in a tolerance test, and improves insulin sensitivity without altering adiposity. These changes occur in the setting of decreased luminal short-chain fatty acids (SCFAs), especially butyrate, and the secondary bile acid pool, which affects whole-body bile acid metabolism. In mice, AIMD alters cecal gene expression and gut glucagon-like peptide 1 signaling. Extensive tissue remodeling and decreased availability of SCFAs shift colonocyte metabolism toward glucose utilization. We suggest that AIMD alters glucose homeostasis by potentially shifting colonocyte energy utilization from SCFAs to glucose.

## Abstract (web summary)

Antibiotic-induced microbiome depletion is one of the most common approaches to modulate the gut microbiome. Here the authors demonstrate that it affects gut homeostasis and glucose metabolism by decreasing luminal short chain fatty acids and leading to a shift of energy utilization by colonocytes.

## Introduction

Recently, antibiotic-induced microbiome-depleted (AIMD) mice, where luminal bacteria are reduced with the administration of four or more broad-spectrum antibiotics through gavage or drinking water, have been used in conjunction with, or sometimes instead of, germ-free (GF) mice to investigate the role of the gut microbiome in some pathological conditions^1–3^. The metabolic effects of the absence of microbiota in GF mice have been well characterized—for example, change in the luminal and serum bile acid (BA) pool, increased incretin release, decreased short-chain fatty acid (SCFA) availability, and altered glucose homeostasis^4–6^. However, the effects of AIMD on the metabolic homeostasis of mice is unknown. Host transcriptomic studies in the gut of GF and AIMD mice show gene expression patterns that are distinct, suggesting that their metabolic physiology may be different^7^. With a better understanding of the effects of AIMD on host physiology, AIMD mice can be more effectively used in experiments investigating the role of the gut microbiome.

The consequences of low-dose antibiotic treatment aimed at inducing dysbiosis by decreasing diversity of the microbiome have been well documented^8–10^. These protocols have led to hyperglycemia, increased adiposity, and insulin resistance. However, the effects of an acute and dramatic depletion of the microbiome, as in AIMD, on metabolic homeostasis are not yet well characterized and can have paradoxical effects. For example, intestinal microbes are responsible for additional calorie extraction through the fermentation of indigestible carbohydrate into SCFAs^11^. Thus, a depleted microbiome could decrease the number of calories available for absorption and induce a hypoglycemic state similar to what is described in GF mice^5^. In fact, antibiotic-treated mice have decreased luminal SCFAs^4^. However, a microbiome that is deficient in butyrate-producing microbiota is associated with type 2 diabetes (T2D)^12,13^. There is some evidence that butyrate-producing microbiota and butyrate itself are protective against T2D^14,15^. Furthermore, by affecting luminal SCFAs, intestinal microbiota can modulate intestinal incretin excretion, and hence, apply another influence on glucose regulation^4^.

AIMD can also affect metabolic homeostasis by altering the BA pool. BAs can affect host metabolism by signaling through the farnesoid X receptor (FXR) and G-protein-coupled BA receptor (TGR5)^6,16,17^. Intestinal microbiota can deconjugate BAs and convert primary BAs into secondary ones. Relative reduction of secondary BAs to primary BAs is associated with insulin resistance^18^. However, one of the most potent FXR antagonists is tauro-β-muricholic acid (TbMCA) which is deconjugated by bile salt hydrolases (BSHs) in intestinal bacteria. Suppression of BSH can lead to protection against obesity and improved insulin sensitivity^17^. Since AIMD reduces bacteria with BSH, it could also have a protective effect and improve insulin sensitivity.

Earlier mouse studies show that in cases of diet—or genetically induced obesity, AIMD can protect against dysmetabolism^19–22^. Furthermore, altered incretin signaling and BA signaling have been studied in GF mice^4,6^. However, AIMD mice are different from GF mice in three ways: (a) AIMD mice do not have complete depletion of their gut microbiome, (b) AIMD has normal development of immune and homeostatic regulatory system, and (c) antibiotics themselves have a direct effect on host homeostasis. If probiotics, prebiotics, or selective bacterial species targeting are used as therapeutic approaches for diseases, initial depletion of the microbiome by antibiotics is necessary to allow the reconstitution of the microbiota with selective species. Knowing the physiological effects of AIMD to normal metabolism is a prerequisite for implementing these potential therapies.

In these studies, we aim to investigate the effects of microbiome depletion on metabolism by performing AIMD in normal-chow fed, wild-type mice to understand its effects on host metabolism. The microbiome of AIMD mice is depleted of all major bacterial phyla except Proteobacteria, as evidenced by negative stool cultures, decrease in stool DNA, and engorgement of the cecum^19–23^. Our results show that AIMD mice have improved glycemic levels and increased insulin sensitivity despite having the same body weight, food consumption, and body composition. These changes in glucose homeostasis are associated with altered gut hormone release, serum and fecal BA pool, luminal SCFA profile, intestinal gene expression, and intestinal and hepatic glucose and BA metabolic pathways. AIMD reveals the deeply intertwined relationship between the gut, the microbiome, and glucose homeostasis.

## Results

### AIMD affects composition and function of the gut microbiome

Twelve-week-old mice were given twice daily (i.e., every 12 h) oral gavage of ampicillin, vancomycin, neomycin, metronidazole, and amphotericin B (AIMD-treated group) or water (vehicle-treated group)^23^. Stool cultures prepared from vehicle-treated and AIMD-treated mice revealed far fewer colonies in the AIMD group (Fig. 1a and Supplementary Fig. 1A). The amount of stool-extracted DNA was nearly 20-fold lower in the AIMD mice compared to vehicle-treated mice (Supplementary Fig. 1B), suggesting depletion of all luminal organisms. Finally, AIMD resulted in a massive increase in cecal weight and size (Supplementary Fig. 1C, D), as well as increase in stool output (Supplementary Fig. 1E).

**Fig. 1:**
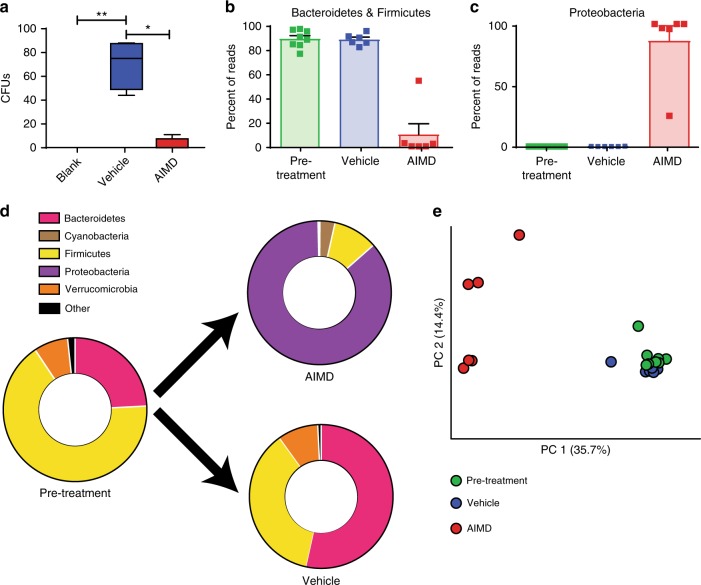
AIMD depletes the gut microbiome. **a** Stool cultures from AIMD mice yielded fewer colonies, *n* = 5/group. For box plot, center is mean, box is 25th to 75th percentile, and whiskers are 5th to 95th percentile. Kruskal–Wallis test, *p < 0.05, **p < 0.01. **b**, **c** 16S results show that AIMD mice had a decrease in OTUs detected from the Firmicutes and Bacteroidetes phyla, and an increase in Proteobacteria phyla, *n* = 6–8/group, mean percent abundance (with SEM). These differences were significant as assessed by ANCOM^24^. **d** 16S results showing the shifts in microbiome in each treatment condition. **e** Principal coordinate analysis of the gut microbiome, *n* = 6–8/group. Fecal specimens were collected approximately 2 weeks after intervention

The pre-treatment microbiome of the mice was dominated by Firmicutes and Bacteroidetes species, as was the microbiome from the vehicle-treated mice (Fig. 1b, d, Supplementary Fig. 1F, and Supplementary Data 1). The microbiome of AIMD mice had far fewer sequences from the Firmicutes and Bacteroidetes phylum. Instead, the microbiome of AIMD mice had a compositional shift to Proteobacteria (Fig. 1c, d, Supplementary Fig. 1F, and Supplementary Data 1). These phylum level differences are significant based on an analysis of composition of microbiome (ANCOM) assessment, which uses log-ratio analysis to improve inferences from microbiome compositional survey data^24^. The pre-treatment and vehicle-treated mice shared a majority of their OTUs, whereas the AIMD mice, which had fewer OTUs, shared about a sixth of their OTUs with the other two conditions (Supplementary Fig. 1G)

Principal coordinate analysis of UniFrac distances^25^ showed the microbiomes of pre-treatment and vehicle-treated mice were similar to each other, but the microbiome of AIMD mice was quite distinct (Fig. 1e). Phylogenetic diversity (PD) whole-tree (a measure of α-diversity) assessment of the three different groups of microbiomes showed that the pre-treatment condition had the greatest diversity, with a slight decrease in the vehicle-treated mice and significant decrease in AIMD-treated mice (Supplementary Fig. 1H, I). Another measure of diversity, UniFrac distance, showed that within-group distances for AIMD was significantly greater than that of pre-treatment and vehicle-treated conditions (Supplementary Fig. 1J). Between-group UniFrac distances (β-diversity measure) showed that the AIMD condition was equally distant from the pre-treatment and vehicle conditions and the pre-treatment and vehicle conditions were nearly as distant from each other as they were from members of their own group (Supplementary Fig. 1J).

These compositional and diversity changes induced by AIMD have functional implications. We used PICRUSt, a bioinformatics tool designed to predict metagenomic functional content from 16S ribosomal RNA (rRNA) surveys using known microbial genomes as reference, to assess potential functional differences between the microbiomes of AIMD-treated and vehicle-treated mice^26^. Many of the predicted functional differences were in metabolic pathways (Supplementary Data 2). The lipid metabolism pathway, including secondary BA biosynthesis, was significantly different between vehicle-treated and AIMD-treated mice (Supplementary Fig. 1K). In summary, AIMD in mice consuming a normal-chow diet-induced microbiome depletion, especially of Firmicutes and Bacteroidetes species, decreased microbial diversity, and altered the potential functional capabilities of the microbiome.

### AIMD improves glucose homeostasis

We then assessed the effects of AIMD on glucose homeostasis. AIMD induced a lower fasting blood glucose level compared to vehicle-treated mice (Fig. 2a) after a 4-h fast or a 16-h fast. Glucose clearance was much faster in AIMD mice, with glucose levels lower in the AIMD group compared to the vehicle-treated controls (Fig. 2b). The area under the curve (AUC) above baseline for AIMD mice was less than half of that of vehicle-treated mice (Fig. 2c). An insulin tolerance test (ITT) showed that AIMD mice had increased sensitivity to insulin compared to vehicle-treated controls (Fig. 2d). However, fasting insulin levels was not significantly different between AIMD-treated and vehicle-treated mice (Fig. 2e).

**Fig. 2:**
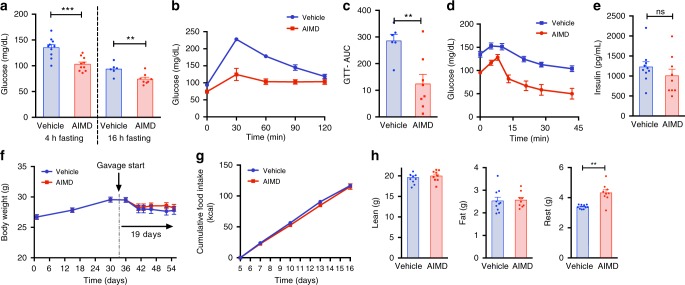
AIMD improves glucose tolerance and insulin sensitivity. **a** Blood glucose levels after 4 or 16 h of fasting. **b**, **c** Blood glucose concentration after IP injection of a glucose bolus (1 g/kg BW) (GTT) (**b**) and area under the curve quantification (**c**). **d** Blood glucose levels after IP injection of insulin (0.75 U/kg BW) (ITT). **e** Fasting serum insulin levels. **f** Body weight before and after the start of antibiotics gavage. **g** Cumulative food consumption (kcal) after acclimation to gavage. **h** Body composition as a percentage of total body weight. **f**–**h** were replicated in a separate experiment (Supplementary Figure 2). GTT and glucose measures were performed 3 weeks after intervention, and ITT was performed 4 weeks after intervention. Unpaired Student’s *t* test, **p < 0.01, ***p < 0.001, ns nonsignificant. All error bars are SEM

AIMD did not affect the weight of the mice (Fig. 2f and Supplementary Fig. 2A). The cumulative food consumption was also indistinguishable between the two groups (Fig. 2g and Supplementary Fig. 2B). The body composition of AIMD mice was similar to vehicle-treated mice, with the same amount of fat and lean mass, but there was a change in tissue that could not be characterized as being lean or fat (Fig. 2h and Supplementary Fig. 2C, D). This difference is likely due to changes in cecal content. Hence, AIMD resulted in a drop in fasting blood glucose, increased glucose tolerance, and increased insulin sensitivity despite unchanged serum insulin levels in the setting of unchanged mouse body weight, food consumption, and adiposity.

### AIMD alters luminal secondary metabolites

AIMD can affect luminal secondary metabolites and gut signaling, which can affect whole-body glucose homeostasis. AIMD led to a complete disappearance of butyrate from the feces (Fig. 3a). AIMD mice also had a significant decrease in the fecal concentration of propionic acid when compared to vehicle-treated mice (Fig. 3a). Hence, AIMD changes the SCFA pool, most notably by decreasing butyrate to undetectable levels.

**Fig. 3:**
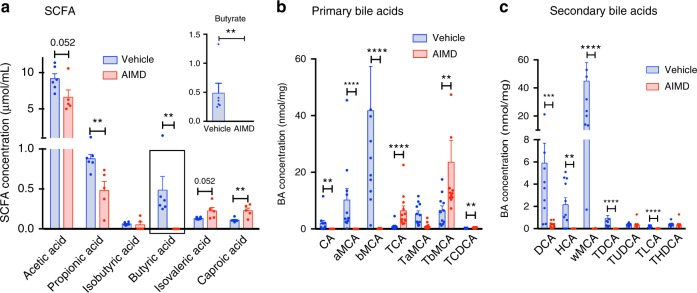
AIMD affects SCFA and BA profiles in the cecum. **a** Absolute quantification of the level of different SCFA in the cecal content. Insert: close-up of butyrate levels. Absolute quantification of primary (**b**) and secondary BAs (**c**) in the feces. CA cholic acid, aMCA α-muricholic acid, bMCA β-muricholic acid, TCA taurocholic acid, TaMCA tauro-α-muricholic acid, TbMCA tauro-β-muricholic acid, TCDCA taurochenodeoxycholic acid, DCA deoxycholic acid, HCA hyocholic acid, wMCA ω-muricholic acid, TDCA taurodeoxycholic acid, TUDCA tauroursodeoxycholic acid, TLCA taurolithocholic acid, THDCA taurohyodeoxycholic acid. Fecal samples were collected 2–3 weeks after intervention. Mann–Whitney *U* test, **p < 0.01, ***p < 0.001. All error bars are SEM

AIMD has substantial effects on the luminal BA pool. Fecal samples from AIMD mice had lower concentrations of many primary BAs (Fig. 3b and Supplementary Table 1) and secondary BAs (Fig. 3c and Supplementary Table 1). The ratio of primary to secondary fecal BAs is more than 20-fold higher in AIMD mice compared to vehicle-treated mice. Thus, AIMD is accompanied by significant changes in luminal SCFA and BAs. These changes confirm the functional predictions made by the PICRUSt analysis (Supplementary Fig. 1K).

### AIMD alters gut metabolic signaling

Since changes in luminal secondary metabolites can alter intestinal homeostasis and gut signaling, we assessed gut-released hormones and other metabolically important hormones. First, we measured serum levels of glucagon-like peptide 1 (GLP-1) and glucose-dependent insulinotropic peptide (GIP), which are incretins that can modulate serum glucose levels. AIMD mice had a nearly 18-fold higher total GLP-1 (Fig. 4a). In addition, blood collection on Ddp4 inhibitor-coated tubes revealed a higher fasted (Fig. 4b) and fed (Fig. 4b) active GLP-1. Although fasting insulin levels were not different, insulin significantly increased after re-feeding AIMD mice (Supplementary Fig. 3A). This suggests that GLP-1 potentiated insulin response after feeding.

**Fig. 4:**
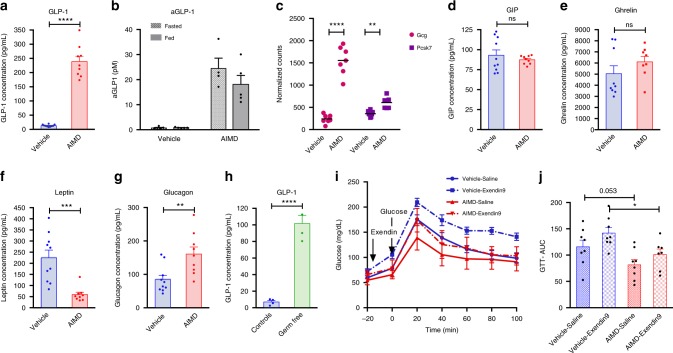
AIMD increases GLP-1 and affects other gut hormones. **a** Fasting serum level of total GLP-1 (*n* = 9–10/group). **b** Serum level of active GLP-1 after 16 h of fasting (fasted) or 15 min after an oral bolus of glucose (1 g/kg BW; fed). Blood was collected on Ddp4 inhibitor-coated tubes (*n* = 5/group). **c** Quantification by RNA-sequencing of Ggc and Pcsk7 mRNA expression in the cecum (*n* = 7–8/group). Adjusted *p* value from negative binomial Wald test (corrected for multiple hypothesis testing with the Benjamini–Hochberg method), *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. **d**–**g** Serum endocrine panel—plasmatic levels of GIP (**d**), ghrelin (**e**), leptin (**f**), and glucagon (**g**) (*n* = 9–10/group). **h** Serum level of total GLP-1 in GF mice (*n* = 4/group). **i**, **j** AIMD or vehicle mice were IP injected Exendin-9 (250 nmol/kg) or saline 20 min prior to receiving an oral bolus of glucose (1 g/kg BW) and glucose concentration was monitored over 100 min (*n* = 8/group). Quantification of the area under the curve (AUC, **j**). Serum collection and oGTT were performed at 1 week after intervention. Unless otherwise stated, Student’s *t* test, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, ns nonsignificant. All error bars are SEM

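Cecal RNA from 7 AIMD mice and 8 vehicle-treated mice was sequenced after 30 days of gavage, and the authors deposited the FPKM (reads counted on a gene, scaled by its length and by sequencing depth) of every gene in each mouse. Each mouse's values were divided by its median-of-ratios size factor and compared as log2(FPKM + 0.5) with limma, with Benjamini–Hochberg adjustment over 11971 genes. Fold changes on this scale understate the change of genes with low FPKM. Gcg lies on the minus strand of chromosome 2, from 62474530 to 62483650 in the GRCm38 assembly. Its FPKM was 106 ± 21.8 (SD, n = 7) in AIMD mice and 16.3 ± 6.22 (SD, n = 8) in vehicle-treated mice, so that the mean was 6.49 times as high in AIMD mice. This is a log2 fold change of 2.74 (standard error 0.25, limma adjusted p = 8.34e-07). Every AIMD mouse had a higher value than every vehicle-treated mouse (two-sided exact permutation test, p = 0.000155, the smallest p that 7 mice against 8 allow). It moved most, to 2.54, when vehicle replicate 8 was left out, and reached at most 2.85 with another mouse left out.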

In agreement with the observed increase in GLP-1, results from cecal transcriptome analysis (Fig. 4c) show that the expression level of the proglucagon gene (*Gcg*), which encodes GLP-1, was sevenfold higher in AIMD mice. In addition, the enzyme which converts preglucagon to GLP-1 and GLP-2, proprotein convertase subtilisin/kexin type 7 (Pcsk7) was elevated in AIMD mice. 

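Pcsk7 lies on chromosome 9, from 45906497 to 45929726. Its FPKM was 16.3 ± 3.35 (SD, n = 7) in AIMD mice and 9.60 ± 1.70 (SD, n = 8) in vehicle-treated mice, a log2 fold change of 0.73 (standard error 0.14, limma adjusted p = 0.000806). The lowest AIMD mouse, at 13.0, was above the highest vehicle-treated mouse, at 12.3. With each mouse left out in turn, the log2 fold change stayed between 0.66 and 0.78.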

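Dpp4 was expressed at a low level in the cecum, with an FPKM of 3.06 ± 1.35 (SD, n = 7) in AIMD mice and 1.85 ± 0.976 (SD, n = 8) in vehicle-treated mice. The log2 fold change was 0.62 (standard error 0.24) and did not pass the threshold of 0.05, with an adjusted p of 0.0537 from limma. Only 1 AIMD mouse exceeded the highest vehicle-treated mouse. The adjusted p was under the threshold, at 0.0339, with a score of the circadian clock genes as a covariate, and at 0.0211 with limma voom on the reads recovered from the FPKM, an alternative chosen after the data were seen.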

Dipeptidylpeptidase 4 (Dpp4), the enzyme that degrades GLP-1, was not different between AIMD-treated and vehicle-treated mice (Supplementary Fig. 3B). 

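Pyy, which encodes peptide YY, had an FPKM of 64.5 ± 20.1 (SD, n = 7) in AIMD mice and 23.1 ± 8.17 (SD, n = 8) in vehicle-treated mice, so that the mean was 2.79 times as high in AIMD mice (limma adjusted p = 0.000147). Cck, which encodes cholecystokinin, had 7.05 ± 1.91 (SD, n = 7) and 1.19 ± 0.485 (SD, n = 8), a log2 fold change of 2.18 (standard error 0.19, limma adjusted p = 7.46e-07). For both genes, all 7 AIMD mice were above all 8 vehicle-treated mice.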

Finally, the expression of genes for other gut hormone that are co-secreted with GLP-1, including protein YY and cholecystokinin were also upregulated in AIMD mice (Supplementary Fig. 3B). GIP, on the other hand, was not affected by AIMD (Fig. 4d).

We also measured other metabolically important hormones. Ghrelin, a gut hormone released by the gut that affects appetite, was not significantly different between vehicle and AIMD mice (Fig. 4e). However, AIMD mice had significantly less leptin, another hormone that regulates appetite (Fig. 4f). Finally, AIMD mice had nearly twice the amount of glucagon in their serum (Fig. 4g).

We further assessed whether these changes in GI hormones are specific to AIMD mice or were also observed in GF mice. Since GF mice used for these experiments were older, housed in a different room, with a different vendor for their normal-chow diet, and were not receiving twice daily gavage as an intervention, we used conventionally raised brethren as controls. Similar to AIMD mice, GF mice had elevated levels of GLP-1 compared to their controls (Fig. 4h). Also similar to AIMD mice, GF mice did not have significant differences in their fasting serum insulin (Supplementary Fig. 3C) or GIP (Supplementary Fig. 3D). However, unlike AIMD mice, there was no significant difference between GF mice and their controls in serum glucagon (Supplementary Fig. 3E) or serum leptin (Supplementary Fig. 3F). In addition, unlike AIMD mice, GF mice had lower production of ghrelin (Supplementary Fig. 3G).

We investigated whether the lower fasting blood glucose and the increased glucose clearance seen in GTT were caused by high levels of serum GLP-1. We used a high dose of Exendin-9 (Ex-9), a potent GLP-1 receptor antagonist to reverse the effects of GLP-1 in AIMD mice (Fig. 4i). If GLP-1 is the sole cause of hypoglycemia in AIMD mice, we would expect the GTT response to be similar between vehicle-treated and AIMD mice after Ex-9 injection. Although Ex-9 increased the glycemic surge in AIMD mice, it did not bring their oral glucose tolerate test (oGTT) response to the same level as that of vehicle-treated mice who also received the antagonist (Fig. 4j). In other words, the relative incretin effect of GLP-1 appears to be similar between AIMD-treated and vehicle-treated mice, which suggests that lower blood glucose in AIMD mice is not solely caused by excessive GLP-1.

### AIMD remodels cecal enterocyte transcriptome

The effect of AIMD on luminal secondary metabolites and gut signaling suggests that this treatment is also affecting intestinal homeostasis. To further assess the effect of AIMD on the gut, we performed cecal transcriptome analysis. 

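AIMD mice received ampicillin, vancomycin, metronidazole, neomycin and amphotericin B by gavage every 12 h for 30 days, and vehicle-treated mice received water. The paper gives an age of 12 weeks at the start, and the sample labels give 20 weeks. The authors mapped the reads to GRCm38 with STAR and deposited the FPKM of 45808 genes, of which 24279 were above 0 in at least 1 mouse. The values of each of these genes were whole multiples of what 1 read was worth, which gave back the read counts. Between 8679715 and 18108694 reads per AIMD mouse were counted on genes, with a median of 11244697. In vehicle-treated mice the range was 4372454 to 14406008, with a median of 7855411.5. The AIMD mice were sequenced more deeply, with a mean of 12408890 reads against 8481775 (exact permutation test, p = 0.0345). The deposited FPKM had already been scaled by size factors computed from these reads, so the further size factors were 1.01 in every mouse. Genes with an FPKM of at least 0.5 in at least 7 mice were tested. The paper's model also had the time of sacrifice as a factor, which was not used here. Scores of gene sets, meaning the mean log2(FPKM + 0.5) over the genes of a list written before the data were examined, were compared over all ways to split the mice into 7 and 8.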

AIMD-treated and vehicle-treated mice cluster by treatment type in a principal component analysis analysis (Fig. 5a). 

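Over the 500 genes with the highest variance, the first principal component held 46.1% of the variance and the second 14.8%. All 7 AIMD mice had a value of at least 11.8 on the first component, and all 8 vehicle-treated mice had at most -12.1. The mean Euclidean distance was 43.8 log2 units between mice of different groups, 24.3 among AIMD mice and 32.5 among vehicle-treated mice. The ratio of the mean distance between groups to that within groups was 1.51 (exact permutation test over all splits of the mice into 7 and 8, p = 0.000155, the smallest they can give). Of the alternatives, a pseudocount of 0.1 moved the ratio most, to 1.34.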

The AIMD-treated and vehicle-treated groups had 6256 differentially expressed genes (Supplementary Fig. 4A and Supplementary Data 3). 

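Of 11971 genes tested, 4315 had an adjusted p under 0.05 in limma. 2322 of these were higher and 1993 were lower in AIMD mice, and 765 changed by at least 1 on the log2 scale, the requirement that moved the count most. In 1025 of them the values of the groups did not overlap, where chance gives 0.0311% of genes. A part of the authors' supplementary table of fold changes, with adjusted p of at most 0.0330 in the paper, was compared for 1869 tested genes, and 1864 of these were called here with the same sign. Among the genes without overlap, the largest rises were in Insl5 (4.92), Slc10a2, Cyp2d9 (3.30), B4galnt2 (3.22) and Anxa1 (3.15, log2 fold changes), and 21.8% of the 50-base windows of Cyp2d9 also occur in other genes. The largest falls were in mt-Tq (-4.37), Cyp4f15 (-3.50), n-R5-8s1 (-3.14), Riiad1 (-3.11) and Tex19.1 (-2.99).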

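Of 77 tested nuclear genes of oxidative phosphorylation, 21 were significantly lower and 9 significantly higher in AIMD mice (limma). The mean log2(FPKM + 0.5) of the set was 7.00 ± 0.30 (SD, n = 7) in AIMD mice and 7.26 ± 0.40 (SD, n = 8) in vehicle-treated mice. The difference of -0.26 was not larger than the spread between mice (exact permutation test, p = 0.178). Without vehicle replicate 8 it was -0.38 (exact permutation test, p = 0.0251). The 7 tested protein-coding genes of the mitochondrial chromosome all fell, by a median log2 fold change of -1.49, and each was called by limma, or 4 of them after quantile normalization. In the set of 17 genes of the tricarboxylic acid cycle, 6 were significantly higher and 0 lower, and the score was higher in AIMD mice by 0.28 (exact permutation test, p = 0.0110, 0.0245 after Benjamini–Hochberg adjustment over 20 sets).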

Ingenuity pathway analysis of these differentially expressed genes reveal that they are mainly involved in mitochondrial dysfunction and oxidative phosphorylation (Fig. 5b), which is consistent with the decrease in the main fuel of cecal enterocytes, butyrate (Fig. 3a). Furthermore, changes in cellular growth and proliferation, as well as cell death and survival pathways (Fig. 5c), suggest colonic remodeling, which is consistent with the larger cecum size observed in these mice (Supplementary Fig. 1C, D).

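Of 39 tested genes of cell proliferation, 6 were significantly higher and 1 significantly lower in AIMD mice (limma). Their mean log2(FPKM + 0.5) was 2.06 ± 0.20 (SD, n = 7) in AIMD mice against 1.90 ± 0.33 (SD, n = 8) in vehicle-treated mice. The difference of 0.16 lay within the spread between mice (exact permutation test, p = 0.291). This test ignored the circadian clock genes, in which the mice lay in 2 clusters. The score was 2.05 to 2.30 in vehicle replicates 1 to 4 and 1.44 to 1.85 in replicates 5 to 8. In AIMD mice the clusters overlapped, with 1.97 to 2.44 in replicates 1 to 3 and 1.80 to 2.06 in replicates 4 to 7. With the axis of the circadian clock genes in the model, a covariate chosen after the data were seen, the difference was 0.20 and passed the threshold of 0.05 (exact permutation test, p = 0.0367). The set of 18 tested genes of apoptosis differed by 0.16 (exact permutation test, p = 0.00715, 0.0179 after Benjamini–Hochberg adjustment over 20 sets), with 3 genes significantly higher and 4 lower.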

**Fig. 5:**
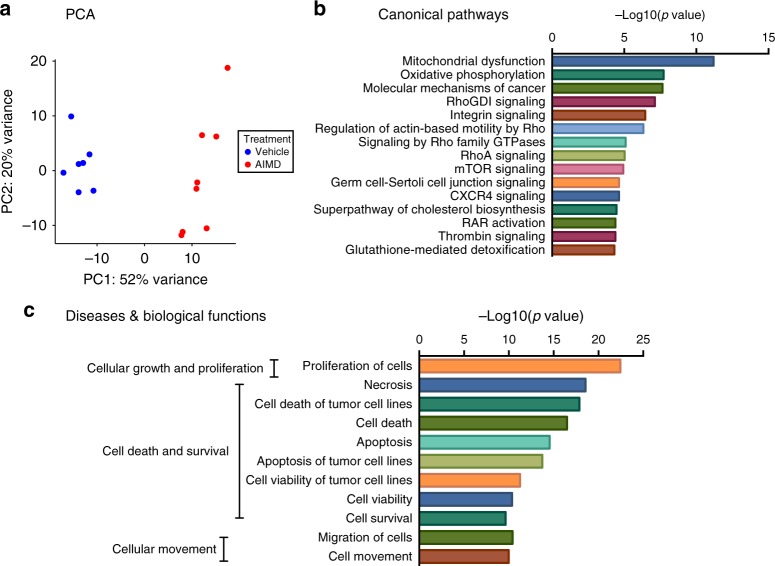
AIMD induces major changes in the transcriptome of the cecum. **a** PCA analysis of the cecum RNA-sequencing data (*n* = 7/8/groups). **b**, **c** Functional annotation of differentially expressed genes using IPA. The top 15 canonical pathways (**b**) and the top 11 biological functions (**c**) are shown

AIMD affected gut inflammatory signaling by activating both pro-inflammatory and anti-inflammatory cascades. 

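Genes induced by interferon and marker genes of immune cells were scored as sets. The 12 tested interferon genes were higher in AIMD mice by 0.74 on the log2 scale (exact permutation test, p = 0.00404, 0.0162 after adjustment over 20 sets), with all 12 higher, or 11 of them after quantile normalization, and 8 of them passed limma's threshold. The 17 tested markers of immune cells differed by -0.17, less than the spread between mice (exact permutation test, p = 0.429).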

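Tlr4 had a low FPKM of 2.48 ± 0.245 (SD, n = 7) in AIMD mice and 0.677 ± 0.275 (SD, n = 8) in vehicle-treated mice, without overlap. Its log2 fold change was 1.37 (standard error 0.13, limma adjusted p = 1.39e-06), and 1.79 with a pseudocount of 0.1. Tnfrsf1a, a receptor of tumor necrosis factor, had an FPKM of 15.4 ± 2.71 (SD, n = 7) against 10.2 ± 2.41 (SD, n = 8), a log2 fold change of 0.58 (standard error 0.15, limma adjusted p = 0.00689), and 5 of 7 AIMD mice exceeded the highest vehicle-treated mouse.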

For example, some pro-inflammatory transcripts were significantly higher in AIMD mice (Tlr4, Tnfrs1a; Supplementary Fig. 4B). However, other pro-inflammatory transcripts (e.g., interleukin-18 (IL-18); Supplementary Fig. 4B) were significantly lower in AIMD mice, as was an inhibitor of the pro-inflammatory cytokine IL-1 (IL1rm; Supplementary Fig. 4B). Hence, it is difficult to determine how AIMD affects gut inflammatory pathways through transcriptomics alone. 

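Il18 had an FPKM of 92.6 ± 28.0 (SD, n = 7) in AIMD mice and 176 ± 53.9 (SD, n = 8) in vehicle-treated mice, a log2 fold change of -0.87 (standard error 0.27, limma adjusted p = 0.0204). Vehicle replicate 8, at 50.4, was below every AIMD mouse. Il1rn, which encodes the interleukin-1 receptor antagonist and lies on chromosome 2, from 24336853 to 24351494, had 4.37 ± 1.25 (SD, n = 7) in AIMD mice and 0.816 ± 0.464 (SD, n = 8) in vehicle-treated mice. Its log2 fold change was 1.91 (standard error 0.21, limma adjusted p = 7.75e-06), with every AIMD mouse above every vehicle-treated mouse, and it stayed between 1.82 and 2.05 with each mouse left out in turn.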

In sum, changes in cecal gene expression suggest that AIMD not only induces gut proliferation and alters inflammatory signaling but also affects cecal enterocyte metabolism.

### AIMD shifts cecal enterocyte metabolism

To better understand the altered glucose homeostasis associated with AIMD, we investigated the expression of genes involved in metabolic pathways. Most strikingly, AIMD leads to extensive reconfiguration of the cecal enterocytes’ metabolism. The decrease in luminal SCFAs, particularly of butyric acid (Fig. 3a) and BAs (Fig. 3b, c), suggests difficulty in the absorption of fatty acids, the primary source of nutrients for enterocytes. Accordingly, compared to vehicle-treated mice, AIMD mice down-regulate genes involved in fatty acid metabolism (Fig. 6a). 

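The heatmap of metabolic genes in Fig. 6a names 44 genes that the text does not name, and all were tested. 20 were significantly lower and 21 significantly higher in AIMD mice (limma), and 3 did not pass the threshold (Hif1a, G6pc3 and Ffar4). Their log2 fold changes ranged from -1.67 in Mgll to 2.85 in Pnliprp2. Slc5a8, a transporter of monocarboxylates such as butyrate, fell by 1.15 on the log2 scale (standard error 0.21, limma adjusted p = 0.000625), from an FPKM of 48.6 ± 13.1 (SD, n = 8) to 21.6 ± 7.81 (SD, n = 7).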

A schematic of transcriptional changes in the cecum is illustrated in Fig. 6b. 

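Ffar2, a receptor of short-chain fatty acids, had a low FPKM of 0.524 ± 0.174 (SD, n = 7) in AIMD mice and 1.44 ± 0.784 (SD, n = 8) in vehicle-treated mice, a log2 fold change of -0.84 (standard error 0.23, limma adjusted p = 0.00976). Fabp2, the intestinal fatty acid-binding protein, was among the most abundant transcripts, with an FPKM of 8906 ± 1573 (SD, n = 7) in AIMD mice and 5548 ± 2374 (SD, n = 8) in vehicle-treated mice. Its log2 fold change was 0.77 (standard error 0.24, limma adjusted p = 0.0200), higher in AIMD mice, and quantile normalization moved it most, to 1.55. 2 of 7 AIMD mice exceeded the highest vehicle-treated mouse.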

There is a downregulation of fatty acid receptors and transporters such as free fatty acid receptor 2 (Ffar2/Gpr41) and fatty acid-binding proteins (e.g., Fabp2). SCFAs are imported into the mitochondria by carnitine palmitoyltransferases (Cpt1a, Cpt2) and processed by acyl-CoA synthetases (Acss1), both of which are downregulated in AIMD mice. Similarly, all the enzymes of fatty acid β-oxidation are downregulated in AIMD mice, including acyl-CoA dehydrogenases (Acadl, Acad8, Acad12), enoyl CoA hydratases (Echdc2), 2,4-dienoyl CoA reductase (Decr1, Decr2), hydroxyacyl-coenzyme A dehydrogenase (Hadh, Hadhb), and acetyl CoA acyltransferase (Acaa1a, Acaa1b). 

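Cpt2 had an FPKM of 46.2 ± 7.26 (SD, n = 7) in AIMD mice and 80.3 ± 8.40 (SD, n = 8) in vehicle-treated mice, without overlap, a log2 fold change of -0.80 (standard error 0.11, limma adjusted p = 6.82e-05). The changes of the other two were closer to the threshold. Cpt1a had a log2 fold change of -0.45 (standard error 0.15, limma adjusted p = 0.0242), which was not significant after quantile normalization (adjusted p = 0.0636). Acss1 had a log2 fold change of -0.32 (standard error 0.12, limma adjusted p = 0.0476), and its adjusted p rose to at most 0.0935 with 1 mouse left out.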

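Of 34 tested genes of fatty acid β-oxidation, 11 were significantly lower and 5 significantly higher in AIMD mice (limma). The mean log2(FPKM + 0.5) of the set was 4.70 ± 0.14 (SD, n = 7) in AIMD mice and 4.89 ± 0.21 (SD, n = 8) in vehicle-treated mice, a difference of -0.19 (exact permutation test, p = 0.0646). With the axis of the circadian clock genes in the model, chosen after the data were seen, it was -0.16 and passed the threshold of 0.05 (exact permutation test, p = 0.0117). The median over the genes in place of the mean gave -0.12 (exact permutation test, p = 0.321). Without vehicle replicate 8 it was -0.25 (exact permutation test, p = 0.00641). Among the named enzymes, Acaa1b fell most, with a log2 fold change of -1.43 (standard error 0.24, limma adjusted p = 0.000286), but it shares 39.6% of its 50-base windows with other genes, chiefly Acaa1a. The log2 fold changes of Hadhb, Decr1, Echdc2, Hadh, Acad8, Acaa1a, Acadl and Acad12 ranged from -1.01 to -0.41, and each was significant. Decr2 had an FPKM of 26.6 ± 3.65 (SD, n = 7) in AIMD mice and 18.0 ± 4.08 (SD, n = 8) in vehicle-treated mice and was higher in AIMD mice, with a log2 fold change of 0.58 (standard error 0.14, limma adjusted p = 0.00491). The other 4 genes of the set that rose significantly were Eci2, Acad9, Etfa and Etfdh, and the largest rise was 0.70.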

A parsimonious explanation of the consistent downregulation of β-oxidation genes is that the enterocytes are not using SCFAs for cellular metabolism.

**Fig. 6:**
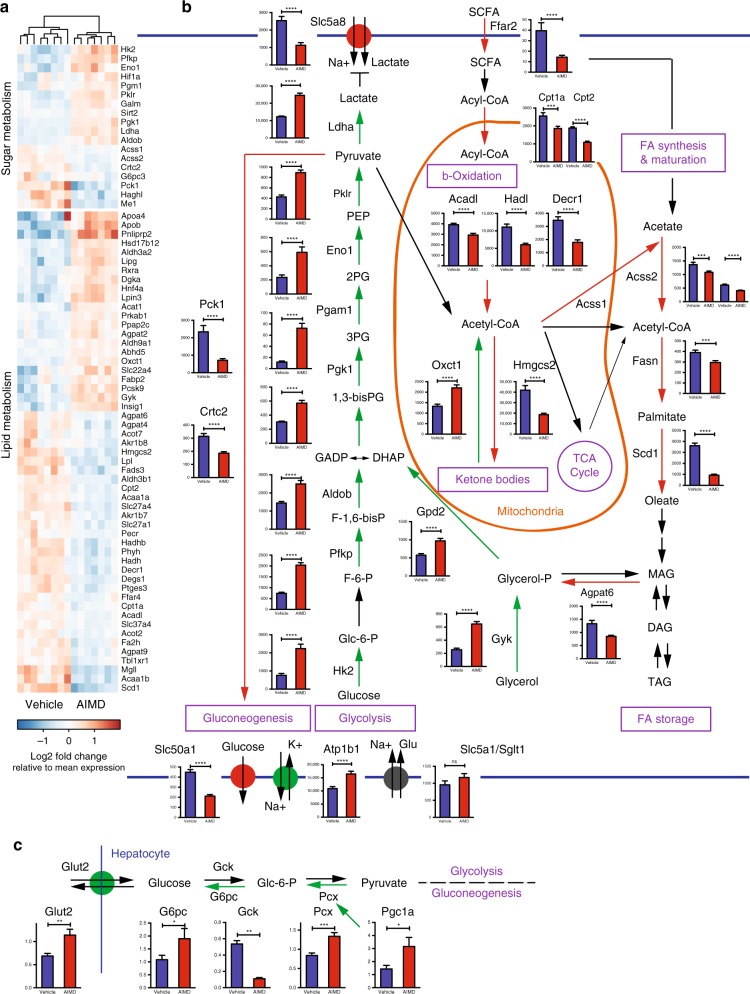
Anaerobic glycolysis in the cecum is upregulated in AIMD mice. **a** Heatmap of differentially expressed genes involved in sugar and lipid metabolism in the cecum of vehicle and AIMD mice as assessed by RNA-sequencing analysis (*n* = 7–8/group). **b** Mapping of metabolic genes onto specific pathways, including gluconeogenesis and glycolysis, β-oxidation, ketone body metabolism, TCA cycle, fatty acid synthesis, maturation and storage. Adjusted *p* value from negative binomial Wald test (corrected for multiple hypothesis testing with the Benjamini–Hochberg method), *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. **c** Quantification by qRT-PCR of Glut2, Gck, G6pc, Pcx, and Pgc1a mRNA expression in the liver (n = 8/group). Tissue collected 4 weeks after intervention. Mann–Whitney *U* test, *p < 0.05, **p < 0.01, ***p < 0.001, ns nonsignificant. All error bars are SEM

Cecal enterocytes could be using SCFAs for energy storage through lipogenesis. However, cecal gene expression profiling again shows that this is not the case (Fig. 6a, b). 

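Acss2, which makes acetyl-CoA from acetate in the cytosol, had an FPKM of 4.04 ± 0.591 (SD, n = 7) in AIMD mice and 6.12 ± 1.01 (SD, n = 8) in vehicle-treated mice, a log2 fold change of -0.54 (standard error 0.12, limma adjusted p = 0.00274). Agpat6, an acyltransferase of triglyceride synthesis, had a log2 fold change of -0.60 (standard error 0.16, limma adjusted p = 0.00771).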

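Fasn had an FPKM of 3.05 ± 0.480 (SD, n = 7) in AIMD mice and 4.04 ± 0.649 (SD, n = 8) in vehicle-treated mice. Its log2 fold change of -0.35 had a standard error of 0.12 and an adjusted p of 0.0264 from limma, and 4 of 7 AIMD mice were below the lowest vehicle-treated mouse. With 1 mouse left out, the adjusted p was at most 0.0640.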

AIMD mice have a downregulation of fatty acid synthase (Fasn) compared to vehicle-treated mice. 

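Scd1 lies on chromosome 19, from 44394455 to 44407879. It had an FPKM of 19.6 ± 4.94 (SD, n = 7) in AIMD mice and 76.2 ± 14.3 (SD, n = 8) in vehicle-treated mice, without overlap, and its log2 fold change was -1.95 (standard error 0.17, limma adjusted p = 6.36e-07).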

There is also a downregulation of the stearoyl-CoA desaturase (Scd1) which elongates palmitate, the end product of fatty acid synthase complex, into oleate. Furthermore, the upregulation of 3-oxoacid CoA transferase (Oxct1) accompanied by a complementary downregulation in the genes involved in ketogenesis, including acyl-CoA thioesterase (Acot7) and HMG-CoA synthase (Hmgcs2), suggested increased utilization of ketone bodies as an energy source.

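Oxct1 had an FPKM of 60.7 ± 10.3 (SD, n = 7) in AIMD mice and 36.6 ± 7.92 (SD, n = 8) in vehicle-treated mice, a log2 fold change of 0.73 (standard error 0.14, limma adjusted p = 0.00101). Acot7 had a log2 fold change of -0.57 (standard error 0.22) with an adjusted p of 0.0531 from limma, above the threshold of 0.05, and the values of the groups overlapped. Its adjusted p was 0.0419 after quantile normalization, and 0.00693 with the clock-gene score as a covariate.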

Cecal transcriptome analysis indicates that anaerobic glycolysis is upregulated in the enterocytes of AIMD mice (Fig. 6a, b). 

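The mean log2(FPKM + 0.5) of 18 tested genes of glycolysis was 4.90 ± 0.15 (SD, n = 7) in AIMD mice and 4.37 ± 0.20 (SD, n = 8) in vehicle-treated mice. The difference of 0.53 was larger than the spread between mice (exact permutation test, p = 0.000777, 0.00777 after Benjamini–Hochberg adjustment over 20 sets). 11 genes were significantly higher and 2 significantly lower (limma), the latter being Ldhb and Pfkm. With the median over the genes in place of the mean, the difference moved most, to 0.93. Compared with all other tested genes, by the camera test of limma, the set did not pass the threshold of 0.05.

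**Figure D1:**
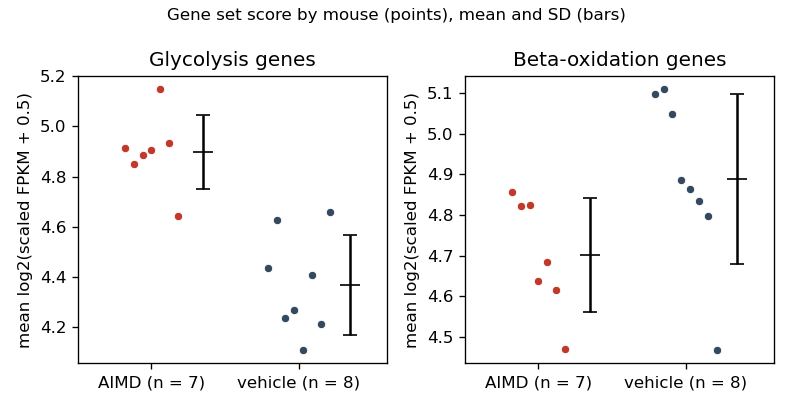
Mean log2(scaled FPKM + 0.5) of the genes of glycolysis (left) and of fatty acid β-oxidation (right) in each of 7 AIMD mice and 8 vehicle-treated mice, with points for mice and bars for the mean and SD of each group. The groups overlap in both panels, and the group means differ by 0.53 for glycolysis.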

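The 10 steps from glucose to pyruvate were taken one by one with the genes of all their isoforms. 7 steps had at least 1 isoform that was significantly higher in AIMD mice (limma), and 1 of these, phosphofructokinase, also had an isoform that was significantly lower. Phosphoglucose isomerase (Gpi1) and triosephosphate isomerase (Tpi1) had log2 fold changes of -0.25 and 0.20 and adjusted p of 0.252 and 0.210 from limma. Gapdh did not pass the filter, with a median of 23 reads in AIMD mice and 7 in vehicle-treated mice, and 25.1% of its 50-base windows occur in other genes of the annotation.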

Out of the ten enzymes in anaerobic glycolysis, eight were upregulated in AIMD mice. AIMD have increased expression of hexokinase (Hk2), phosphofructokinase (Pfkp), aldolase B (Aldob), phosphoglyceratekinase (Pgk1), phosphoglycerate mutase (Pgam1), enolase (Eno1), pyruvate kinase (Pklr), and lactate dehydrogenase (Ldha). 

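Hk2, Pfkp, Pgk1, Pgam1, Eno1, Pklr and Ldha were significantly higher in AIMD mice, with log2 fold changes from 0.87 in Pgk1 to 1.97 in Pgam1. Ldha, the most abundant of these, had an FPKM of 839.8 ± 113 (SD, n = 7) in AIMD mice and 419 ± 42.0 (SD, n = 8) in vehicle-treated mice, a log2 fold change of 1.00 (standard error 0.12, limma adjusted p = 1.47e-05). Pfkp had 22.1 ± 3.32 (SD, n = 7) against 8.05 ± 1.55 (SD, n = 8), a log2 fold change of 1.41 (standard error 0.13, limma adjusted p = 9.06e-07), and Hk2 had a log2 fold change of 1.56 (standard error 0.22, limma adjusted p = 6.58e-05). In 6 of these 7 genes the groups did not overlap, Eno1 being the exception. Pgam1 and Eno1 had low values, with means of 0.654 and 4.48 in vehicle-treated mice. Reads of 4 of the genes can be shared with other genes, since 53.9% of the 50-base windows of Pgk1, 36.2% of Pgam1, 26.0% of Eno1 and 20.5% of Pklr also occur elsewhere in the annotation.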

Appropriately, transcription for genes in the reverse pathway of glycolysis, gluconeogenesis (e.g., its rate-limiting enzyme phosphoenolpyruvate carboxykinase (Pck1) and its main transcriptional regulator, CREB, regulated transcription coactivator 2 (Crtc2)) are downregulated. 

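Pck1 had an FPKM of 21.2 ± 7.52 (SD, n = 7) in AIMD mice and 69.5 ± 30.2 (SD, n = 8) in vehicle-treated mice, a log2 fold change of -1.68 (standard error 0.24, limma adjusted p = 7.97e-05). Crtc2 had 4.62 ± 0.732 (SD, n = 7) against 7.83 ± 1.49 (SD, n = 8), a log2 fold change of -0.70 (standard error 0.13, limma adjusted p = 0.000553). Every AIMD mouse was below every vehicle-treated mouse for both genes.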

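Glycerol kinase, listed as Gyk, had an FPKM of 8.51 ± 1.30 (SD, n = 7) in AIMD mice and 3.35 ± 0.859 (SD, n = 8) in vehicle-treated mice, a log2 fold change of 1.24 (standard error 0.14, limma adjusted p = 9.76e-06), without overlap. The mitochondrial glycerol phosphate dehydrogenase Gpd2 had 15.1 ± 2.82 (SD, n = 7) against 8.96 ± 1.88 (SD, n = 8), a log2 fold change of 0.73 (standard error 0.15, limma adjusted p = 0.00162), and 6 of 7 AIMD mice exceeded the highest vehicle-treated mouse.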

Further analysis shows upregulation of genes transporting sugars to the glycolysis pathway (e.g., increased glycerol kinase (Gyk) and glycerol phosphate dehydrogenase (Gpd2)). These findings suggest that the primary source of energy for enterocytes is now glucose through anaerobic glycolysis, with less reliance on the mitochondria.

There are significant changes in the role of mitochondria in the metabolism of enterocytes. The proportion of total reads that map to mitochondrial chromosome M are reduced in AIMD mice, suggesting a reduced number of mitochondria (Supplementary Fig. 5A). Furthermore, mitochondrial cytochrome b and some subunits of cytochrome c oxidase such as Cox6a1 (complex IV) expression are significantly reduced in AIMD mice (Supplementary Fig. 5B). 

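Genes of the mitochondrial chromosome made up 11.2 ± 3.96% (SD, n = 7) of the summed FPKM in AIMD mice and 26.5 ± 9.91% (SD, n = 8) in vehicle-treated mice, a difference of -15.2 percentage points (two-sided exact permutation test, p = 0.00295). As a share of the recovered reads, they made up 6.43 ± 2.27% (SD, n = 7) and 16.8 ± 6.89% (SD, n = 8), a difference of -10.4 (exact permutation test, p = 0.00280). The 13 protein-coding genes alone gave -9.70 (exact permutation test, p = 0.00637), although 6 of the 13 were below an FPKM of 1 in every mouse. Within the groups, the share fell as the number of reads rose, with Pearson's r of -0.569 over 15 mice (permutation test, p = 0.0175, 0.0175 after adjustment over 3 relations) and Spearman's rho of -0.618 (permutation test, p = 0.0178, 0.0393 adjusted). Without the 2 mice farthest from the median number of reads, r was -0.481. With the number of reads in the model, which was chosen after the data were seen, the difference was -9.81 percentage points (exact permutation test, p = 0.0375). With scores of epithelial and smooth muscle genes in the model, also chosen then, the difference was -6.30 percentage points (exact permutation test, p = 0.201).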

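mt-Cytb, on chromosome M from 14145 to 15288, had an FPKM of 7716 ± 2670.3 (SD, n = 7) in AIMD mice and 20915 ± 10472 (SD, n = 8) in vehicle-treated mice, a log2 fold change of -1.33 (standard error 0.33, limma adjusted p = 0.00532). After quantile normalization, which forces the same distribution on each mouse, it was -0.34 (limma adjusted p = 0.243). Cox6a1 had 1039 ± 311 (SD, n = 7) against 1828 ± 740.3 (SD, n = 8), a log2 fold change of -0.79 (standard error 0.23, limma adjusted p = 0.0136), and 6 of 7 AIMD mice were below the lowest vehicle-treated mouse.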

In agreement with increased utilization of glucose for anaerobic glycolysis as the main source of energy for enterocytes, expression of the sodium/potassium-transporting ATPase is upregulated (Atp1b1) (Fig. 6a, b). In addition, the sugar efflux transporter (Slc50a1) is downregulated, suggesting that the enterocytes are preventing glucose export.

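Atp1b1, on chromosome 1, from 164437109 to 164458355, had an FPKM of 544 ± 90.7 (SD, n = 7) in AIMD mice and 360.3 ± 69.9 (SD, n = 8) in vehicle-treated mice. It rose by a log2 fold change of 0.60 (standard error 0.15, limma adjusted p = 0.00636). The sodium/glucose cotransporter Slc5a1 had a log2 fold change of 0.31 (standard error 0.19), which was not significant (limma adjusted p = 0.209).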

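Slc50a1 had an FPKM of 14.7 ± 2.84 (SD, n = 7) in AIMD mice and 31.2 ± 5.26 (SD, n = 8) in vehicle-treated mice, without overlap, a log2 fold change of -1.06 (standard error 0.13, limma adjusted p = 2.21e-05). From the rise of genes of glycolysis and of Gyk and Gpd2 and the fall of genes of gluconeogenesis, the paper proposes that glucose, through anaerobic glycolysis, has become the primary source of energy of the enterocytes, with less reliance on the mitochondria.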

These changes in intestinal glucose regulation can be responsible for the observed differences in whole-body glucose homeostasis in AIMD mice. Since the liver is the main regulator in glucose homeostasis, we characterized the hepatic expression of key glucose metabolic pathways using quantitative reverse transcription PCR (qRT-PCR). Unlike enterocytes, hepatic gluconeogenesis is upregulated with an increase in pyruvate carboxylase (Pcx) and its activator peroxisome proliferator-activated receptor gamma coactivator 1α (Pgc1a), as well as glucose-6-phosphatase (G6pc; Fig. 6c). Conversely, glucokinase, an enzyme in the glycolysis/reverse pathway, is downregulated. These results suggest that the liver in AIMD mice is actively producing more glucose. This is further confirmed by the upregulation of hepatic glucose transporter 2 (Glut2/Slc2a2), which is a facilitated transporter of glucose from the liver into the blood. There was no difference in hepatic histology (Supplementary Fig. 5C) or hepatic triglyceride load (Supplementary Fig. 5D) between AIMD-treated and vehicle-treated mice. Transcripts involved in lipid metabolism, such as Pparα (Supplementary Fig. 5E) and Rev-erbα (Supplementary Fig. 5E), are not affected by AIMD or secondary luminal metabolites.

In summary, examination of cecal transcriptomes reveals that proliferative enterocytes shift their metabolic nutritional needs away from SCFAs toward the utilization of glucose. The low amount of luminal SCFAs likely leads to a downregulation of fatty acid uptake, β-oxidation, and lipogenesis. Instead, there is an upregulation of anaerobic glycolysis and downregulation of gluconeogenesis and function of mitochondria. The upregulation of anaerobic glycolysis is similar to a Warburg effect in the setting of upregulated proliferation that correlates with high levels of GLP-1 growth factors. Furthermore, hepatic gene expression suggests that the liver responds to AIMD as though it is in starvation, upregulating the expression of genes in gluconeogenesis, while downregulating glycolysis genes.

### AIMD alters BA metabolism and potentiates GLP-1 response

Since the luminal BA pool was quite different in AIMD compared to vehicle-treated mice, we examined the cecal enterocytes sequencing results for genes involved in BA processing (Fig. 7a). 

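Slc10a2, the apical bile acid transporter, lies on chromosome 8, from 5083219 to 5105351 and had an FPKM of 96.0 ± 23.3 (SD, n = 7) in AIMD mice and 7.97 ± 3.82 (SD, n = 8) in vehicle-treated mice, a ratio of the means of 12.0. The log2 fold change was 3.63 (standard error 0.28, limma adjusted p = 1.84e-07) and stayed between 3.42 and 3.77 with each mouse left out in turn. The lowest AIMD mouse had 69.5 and the highest vehicle-treated mouse 14.1. In the plot of the 3 genes by mouse, the groups are also set apart for Gcg, and they overlap for Slc51b.

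**Figure D2:**
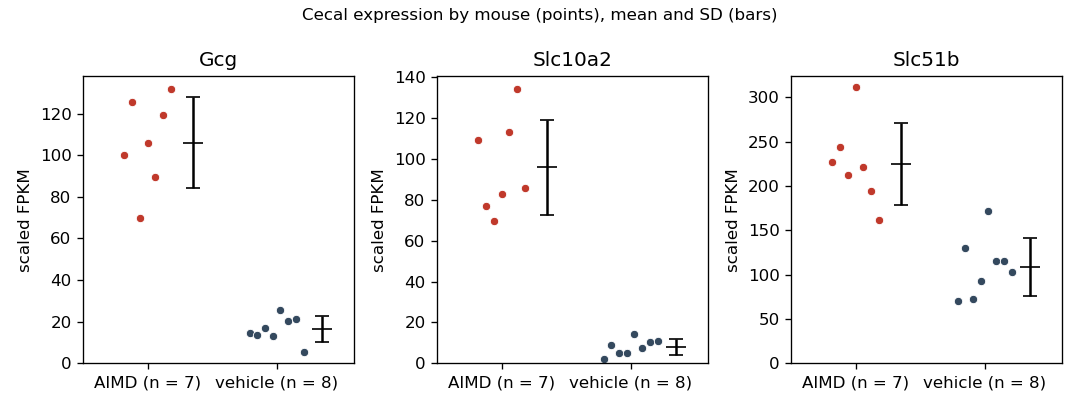
Scaled FPKM of Gcg, Slc10a2 and Slc51b in each of 7 AIMD mice and 8 vehicle-treated mice, with points for mice and bars for the mean and SD of each group on axes that start at 0. For Slc51b, 6 of 7 AIMD mice lie above the highest vehicle-treated mouse.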

The expression of the primary transporter for intestinal BA uptake, Slc10a2/Ibat (also known as Asbt), is increased 16-fold in AIMD mice compared to vehicle-treated controls. In addition, organic solute transporter β (Slc51b/Ostb), a subunit of the Ost basolateral transporter complex responsible for exporting BA from enterocytes to the enterohepatic circulation system, is increased 2.5-fold. 

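Slc51b had an FPKM of 225 ± 46.5 (SD, n = 7) in AIMD mice and 109 ± 32.7 (SD, n = 8) in vehicle-treated mice, a ratio of the means of 2.07. Its log2 fold change was 1.07 (standard error 0.18, limma adjusted p = 0.000344). Slc51a, the other subunit of the transporter, chosen after its value was seen, had a log2 fold change of 0.10 (standard error 0.20), within the spread between mice (limma adjusted p = 0.707).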

Both transporters are activated by FXR, and the luminal BA pool contains both FXR agonists (e.g., taurocholic acid (TCA), cholic acid (CA)) and antagonists (e.g., TaMCA, TbMCA). 

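Nr1h4, which encodes FXR, had an FPKM of 44.3 ± 8.11 (SD, n = 7) in AIMD mice and 30.0 ± 6.91 (SD, n = 8) in vehicle-treated mice. It rose by a log2 fold change of 0.57 (standard error 0.15, limma adjusted p = 0.00818), and 4 of 7 AIMD mice exceeded the highest vehicle-treated mouse.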

FXR transcription is significantly increased in AIMD mice. In addition, FXR forms an obligate heterodimer with the retinoid X receptor (RXRa) which is also upregulated in AIMD mice. These changes suggest that FXR signaling in the gut is actively increasing the uptake of BAs from the lumen.

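Rxra had an FPKM of 12.9 ± 2.73 (SD, n = 7) in AIMD mice and 7.35 ± 2.28 (SD, n = 8) in vehicle-treated mice, a log2 fold change of 0.80 (standard error 0.17, limma adjusted p = 0.00202).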

**Fig. 7:**
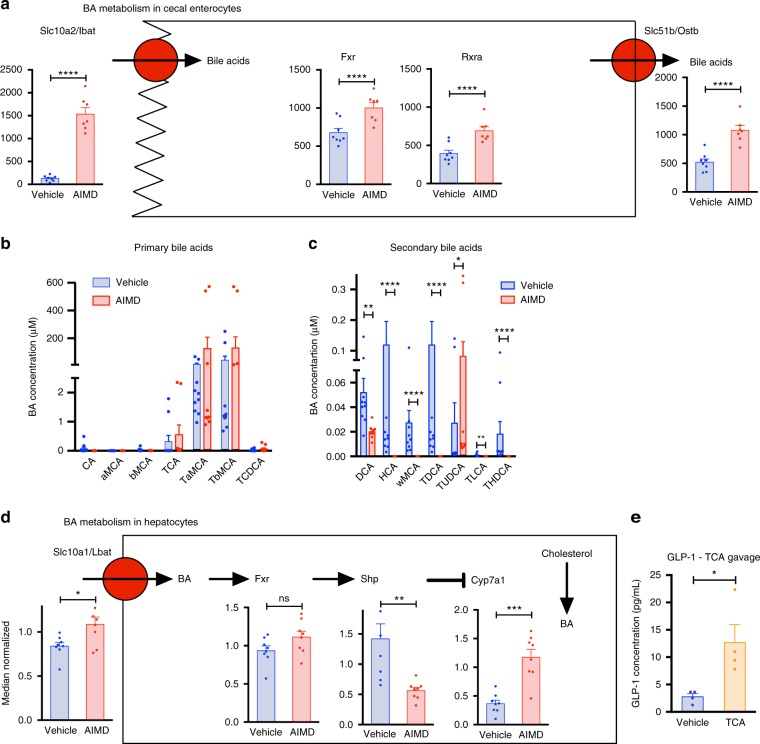
AIMD alters BA metabolism which can potentiate GLP-1 response. **a** Quantification by RNA-sequencing of Slc10a2, Fxr, Rxra, and Slc51b mRNA expression in the cecum (*n* = 7–8/group). Adjusted *p* value from negative binomial Wald test (corrected for multiple hypothesis testing with the Benjamini–Hochberg method), *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. **b**, **c** Absolute quantification of primary (**b**) and secondary BAs (**c**) in the serum. Mann–Whitney *U* test, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. **d** Quantification by qRT-PCR of Slc10a1, Fxr, Shp, and Cyp7a1 mRNA expression in the liver (*n* = 8/group). Mann–Whitney *U* test, *p < 0.05, **p < 0.01, ***p < 0.001, ns not significant. **e** Serum GLP-1 level after 4 days of bi-daily TCA gavage (400 mg/kg) (*n* = 4/group). Tissue and serum samples from AIMD studies collected at 4 weeks after intervention. Serum from TCA study was collected after 1 week intervention. Student’s *t* test, *p < 0.05. All error bars are SEM

Since cecal transcriptome analysis indicates that there is an upregulation of BA reabsorption from the cecum, we assessed whether the altered luminal BA pool resulted in differences in the serum BA pool. Serum samples from AIMD mice have significantly higher amounts of common primary BAs (Fig. 7b and Supplementary Table 2). Serum secondary BAs remain higher in samples collected from vehicle-treated mice compared to those from AIMD mice (Fig. 7c and Supplementary Table 2). The ratio of primary to secondary serum BAs is more than tenfold higher in AIMD compared to vehicle-treated mice (Supplementary Fig. 6A). Consistent with observations from fecal BAs, CA and bMCA were significantly decreased in AIMD mice (Fig. 7b and Supplementary Table 2). Furthermore, there was nearly a twofold increase in TCA, a threefold increase in TbMCA, and a threefold increase in TCDCA (Fig. 7b and Supplementary Table 2). Despite altered serum and luminal BA pool in AIMD mice, there was no significant difference in serum cholesterol and triglyceride levels (Supplementary Fig. 6B, C).

Altered serum BA pool suggests altered BA metabolism in hepatocytes. We assessed the expression level of key enzymes by qRT-PCR in whole liver extracts of AIMD-treated and vehicle-treated mice (Fig. 7d). AIMD-induced serum BA pool changes coincide with increased expression of the primary basolateral membrane BA transporter, liver BA transporter (Slc10a1/Lbat). The primary BA increase did not affect the expression of FXR in hepatocytes, but did affect the expression of its main target and metabolic mediator, small heterodimer partner (Nr0b2/Shp). Shp regulates BA synthesis by inhibiting cholesterol 7 α-hydoxylase (Cyp7a1), the rate-limiting enzyme in de novo synthesis of BAs from cholesterol. As expected with downregulation of Shp, there is a nearly threefold increase in the expression of Cyp7a1 in hepatocytes.

Finally, we investigated whether the altered luminal BA pool contributed to the altered glucose homeostasis and increased GLP-1 observed in the AIMD mice. To assess this, we gavaged 12-week-old male wild-type C57BL/6 with TCA twice daily (i.e., every 12 h) for 4 days. TCA was selected since it was elevated in AIMD condition, whereas other BAs were not. TCA-treated mice had a significant increase in GLP-1 compared to vehicle-treated controls (Fig. 7E) and a decrease in fasting blood glucose level that trended toward significance (Supplementary Fig. 6D). Compared to vehicle-gavaged controls, glucagon, insulin, leptin, ghrelin, and GIP levels were unchanged in TCA-gavaged mice (Supplementary Fig. 6E–I).

In summary, in response to the lower luminal BA concentration, cecal enterocytes in AIMD mice increase the expression of FXR and upregulate BA transporters likely to conserve as much BAs as possible. The transport of primary/conjugated BAs that are FXR antagonists (e.g., TbMCA) into the serum in turn suppresses hepatic FXR targets, such as Shp, which allows Cyp7a1 to upregulate further BA synthesis. Finally, increasing luminal primary BAs by oral gavage with TCA elevates serum GLP-1, suggesting a potential mechanism by which altered luminal BAs in AIMD mice could lead to altered glucose homeostasis.

## Discussion

AIMD induces major changes in luminal secondary metabolites including SCFAs and BAs that in turn affect gut signaling. By depriving the colon of its main fuel source, butyrate, the enterocytes appear to compensate by using glucose to meet their metabolic needs. This affects whole-body glucose homeostasis by lowering serum glucose, improving insulin sensitivity, and increasing hepatic gluconeogenesis. These changes occur in the setting of increased GLP-1 which likely results from increased luminal primary BAs, such as TCA. In addition to glucose utilization by the gut, AIMD causes the gut to selectively upregulate BA absorption. At the whole-body level, there is an increase in serum BAs that are antagonists to FXR, which increases de novo synthesis of primary BAs in hepatocytes.

Our study confirms earlier studies that show that AIMD has a significant impact on glucose homeostasis. Treatment of both obese leptin-deficient (*ob/ob*) and diet-induced obesity (DIO) mice with norfloxacin and ampicillin for 2 weeks improved fasting blood glucose and oral glucose tolerance^20^. DIO mice had an increase in GLP-1 secretion in response to antibiotic treatment^21^ and lower serum LPS^19^, which could affect glucose homeostasis through alteration of the gut barrier function and decreased endotoxemia^27^. More recent studies show that, similar to GF mice, antibiotic treatment lowers blood glucose levels, increases insulin sensitivity, and lowers oGTT in normal-chow-fed animals^22,28^. In addition, our results confirm previous studies that showed decreased luminal SCFAs in GF and antibiotic-treated mice affects Gcg expression^4^.

Our study adds to this body of knowledge by demonstrating that chronic increased levels of GLP-1, a known intestinal growth factor^29^, likely promotes colonic proliferation and remodeling and slows intestinal transit. The increased energy demand by the colon, in addition to the loss of its main fuel, butyrate, increases the gut’s glucose utilization (i.e., anaerobic glycolysis). Previous studies which investigated the effects of antibiotic administration in GF mice and transplantation of antibiotic-resistant bacteria in GF mice show that both conditions decrease active mitochondria and inhibit mitochondrial gene expression, which could be contributing to increased epithelial cell death^7^. We have observed a similar phenomenon where mitochondrial number and gene expression are decreased in AIMD mice. This could also be contributing to increased anaerobic glycolysis observed in AIMD mice. Ultimately, this metabolic change in cecal enterocytes can make the gut a glucose sink, with increased glucose requirements that alter whole-body metabolic homeostasis. This may be a unique process to the colon, since in microbiome-depleted states, the jejunum, which does not use SCFAs as its primary source of energy, decreases glycolysis^30^. High levels of GLP-1, as in AIMD mice, likely slow intestinal transit^4,31^, though the metabolic effects of this are incompletely understood. More recent studies of the microbiome of the proximal GI tract and gut barrier permeability independently play an important role in the host metabolic homeostasis^19,30,32^. Focused studies in these two areas may be necessary to appreciate the full effect of this intervention on host metabolic homeostasis.

AIMD induces decreased fasting serum leptin levels without a change in body adiposity. Besides body adiposity, a fed state (as determined with high circulating glucose) and increased serum insulin can both increase leptin release^33^. Although fasting insulin is similar between AIMD-treated and vehicle-treated mice, there is a significant difference between fasting and fed insulin in AIMD mice who are also hypoglycemic, both of which could explain decreased leptin in these mice. In addition, GLP-1 is known to affect satiety and high levels of GLP-1 may inhibit leptin release. Leptin is a known to be a potent stimulator of GLP-1 secretion from L cells^34,35^. Because high levels of serum GLP-1 is a potent appetite suppressor in our AIMD mice, decrease in serum leptin levels may be a response to help regulate food/energy intake. Hence, the relationship between GLP-1 on adipose tissue in general, and leptin release in particular, should be more closely investigated.

In addition, AIMD had an impact on BA physiology. 

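Fabp6, which encodes the ileal bile acid-binding protein (Ibap), varied widely between mice, with an FPKM between 8.00 and 223 in the 7 AIMD mice and between 1.41 and 1701 in the 8 vehicle-treated mice. Its log2 fold change was -1.27 (standard error 1.45), within the spread between mice (limma adjusted p = 0.522). With each mouse left out in turn, it stayed between -1.94 and -0.54. Vehicle replicates 5, 7 and 8 had an FPKM of 1030, 1052 and 1701, and the other vehicle-treated mice had 1.41 to 69.1. Replicates 5, 7 and 8 also had the highest ileum marker scores of their group, at 4.30, 4.21 and 5.04, in a set that includes Fabp6. Leaving out 1 mouse at a time cannot show whether the direction rests on them, so the direction is left open.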

Although both FXR agonists (e.g., TCA) and antagonists (e.g., TbMCA) are elevated in the luminal BA pool, FXR expression, and its downstream targets (e.g. Ostb, Ibap) were upregulated in the cecum. Furthermore, FXR activation in the gut suggests an increased uptake of BAs, which is confirmed by the serum BA pool which is more equivalent between AIMD-treated and vehicle-treated mice. However, gut uptake disproportionately increases serum TbMCA, a known FXR antagonist. In turn FXR activity is decreased in hepatocytes. This is confirmed by lower expression of Shp, the main target of FXR, and increased de novo BA synthesis by Cyp7a1. 

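Gpbar1, which encodes TGR5, was listed at 0 in all 8 vehicle-treated mice and in 6 of 7 AIMD mice. The remaining AIMD mouse, replicate 4, had 2 reads and an FPKM of 0.221, so the gene was below the filter and a difference was not detectable at this depth.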

Although TGR5 gene expression levels were not different in the cecum of AIMD-treated and vehicle-treated mice, it is likely that AIMD-induced BA changes are also affecting TGR5 signaling which could also influence glucose homeostasis^36,37^. AIMD also increases TUDCA, a BA with known hepatoprotective properties that could also play a role in decreasing inflammation^38^. Hence, AIMD-induced changes in BA physiology could likely affect host metabolism through various methods, most of which remain to be explored.

Studies using mouse models suggest that dysbiosis could contribute to T2D and metabolic diseases through multiple mechanisms, including alteration of luminal SCFAs, especially butyrate^11^, the stool and serum BA pool^6,17^, and the incretin signaling^39^. Furthermore, both obesity and T2D are associated with reduced microbial diversity in the gut lumen and/or feces^40^. Treating T2D with AIMD is unlikely to be tolerable to patients, nor acceptable to the medical community at large. In fact, short-term use of a single antibiotic did not have any metabolic effects^41^. Other studies investigating the effects of antibiotics on glucose homeostasis have focused on the long-term consequences and risk of T2D^42^. Nevertheless, AIMD mouse models are important for understanding the role of the gut microbiome in human glucose homeostasis. For example, current GLP-1 therapy for the treatment of T2D involves subcutaneous injection of GLP-1 receptor agonists or Dpp4 antagonists which is a barrier to their use. Since AIMD studies show that serum GLP-1 levels can be increased without an injection, understanding the mechanism by which the microbiome can affect incretin release can help find an oral agonist of incretin signaling.

Although AIMD mice may be preferable to GF mice in some experiments due to their relatively preserved immune function, normal development, and low cost, studies using AIMD should interpret their results cautiously. An acute depletion of the microbiome still has significant metabolic consequences. AIMD perturbs dynamic fluctuations of the gut microbiome driven by diet, genetics, and feeding rhythms, which are important for intestinal homeostasis and host metabolism^43,44^. Though it is unclear whether the metabolic consequences of AIMD are due to the depletion of the microbiome or administration of antibiotics, or combination thereof, it is likely that they will have a significant impact on other host physiological processes.

## Methods

### AIMD and TCA gavage

The care and use of laboratory animals in our study was approved by the Salk Institute IACUC committee, and we have complied with all relevant ethical regulations. C57BL/6 mice (Jackson Laboratories) were housed in barrier facility and were housed 3–4 mice per cage. They were fed a normal-chow diet (LabDiet 5001). After an acclimation period, 12-week-old male mice were pseudorandomized into two groups. This pseudorandomization was based on the initial weight of the mice; in the end, the mean and standard deviation of the weight of the mice was the same between the two groups. One group of mice were given oral gavage of antibiotics (AIMD-treated group) or water (vehicle-treated group) every 12 h. The antibiotic cocktail was comprised of four antibiotics and one antifungal (ampicillin (100 mg/kg, Amresco Inc.), vancomycin (50 mg/kg, Amresco Inc.), metronidazole (100 mg/kg, MP Biomedicals), neomycin (100 mg/kg, Amresco Inc.), amphotericin B (1 mg/kg, Amresco Inc.)). Amphotericin B was added to prevent fungal overgrowth or opportunistic infections. The other group of mice received water. This protocol was maintained for different length of time (30, 19, and 13 days) leading to identical phenotypic results. This cocktail was made fresh every 36 h. Previous studies show that this method of antibiotic administration is the most effective in depleting the microbiome with minimal effects on the morbidity and mortality of the animal^23^. Experiments with once-daily dosing of all the antibiotics, or using each antibiotic in the cocktail individually did not induce hypoglycemia, or microbiome depletion which replicated previous findings^23^.

For the TCA gavage experiment, 12-week-old male C57BL/6 mice (Jackson laboratories) were given oral gavage of TCA (400 mg/kg, 4 days, Sigma-Aldrich) every 12 h. TCA solution was prepared fresh daily.

### Stool culture measurement

To assess microbiome depletion, fresh fecal samples were collected in pre-weighed tubes containing 1 mL phosphate-buffered saline (PBS) and their weights measured. Samples were thoroughly vortexed and diluted with PBS to 1:4. Fecal samples for AIMD-treated and vehicle-treated mice were collected 13 days after gavage initiation. Equal concentrations of stool diluent from AIMD-treated, vehicle-treated, and blanks were placed on LB agar plates and incubated for 7 days. One vehicle-treated sample that contained 1006 colonies was excluded from further analysis since it was an outlier.

### Glucose and ITTs

Glucose tolerance assays were performed on fasted mice (16 h, paper bedding) by monitoring glucose levels after a glucose bolus (1 g/kg of body weight (BW)) by intraperitoneal (IP) injection or gavage as indicated 2 weeks after gavage initiation. For insulin tolerance, mice were fasted (16 h) and injected IP with insulin (0.5 U/kg BW). Glucose concentration was measured from the tail using a OneTouch Ultra glucometer. For the GLP-1 antagonist study, Ex-9 (250 nmol/kg body weight, Sigma-Aldrich) or 0.9% saline (vehicle control) was injected IP 20 min prior to the glucose bolus.

### Body weight and food consumption

BW and food consumption were monitored weekly during the acclimation period and every 2–4 days after the start of the antibiotics/vehicle gavage.

### Body composition

Whole-body composition was determined using the EchoMRI-100H analyzer according to the manufacturer’s instruction prior to mice being euthanized (i.e., day 30 for the first cohort and day 19 for the second cohort).

### Stool weight

Approximately 2 weeks after gavage initiation, individual animals were placed in clean cages for 24 h. All feces were collected and weighed.

### Cecum weight

Mice were euthanized with carbon dioxide asphyxiation followed by decapitation. Each cecum was carefully dissected out and weight was determined using a precision scale. This experiment was performed in the second cohort (i.e., day 19 after gavage initiation).

### Germ-free mice and serum collection

Germ-free C57BL/6 mice were bred and maintained in sterile semi-flexible isolators and screened for bacterial, viral, and fungal contamination^45^. Mice were fed autoclaved chow (LabDiet 5010). Conventionalized brethren in the same facility and diet were used as controls. For serum collection, germ-free mice were fasted for 6 h and blood was collected by cheek bleeding using a sterile lancet. Blood was centrifuged in BD Microtainer^®^ at 6000 rpm for 20 min to isolate the serum.

### Short-chain fatty acids

SCFA concentration in the feces was determined by gas chromatography/mass spectrometry by the AFNS Chromatography Facility at the University of Alberta (http://afns-labs.ualberta.ca/Central-Labs-Chromatography).

### Bile acids

BA quantification was performed by the metabolomics core services at the University of Michigan from fecal samples collected from the first cohort of mice (approximately 3 weeks after gavage). BAs were extracted from feces (50 mg) using a two-step solvent extraction. Supernatants were combined, dried, and resuspended for liquid chromatography-mass spectrometry separation by reversed phase liquid chromatography. Results were quantified using standard curves of authentic standards. Data were averaged across samples.

### Histology

Sections (6 μm) of formalin-fixed liver tissue attained from the first cohort of mice (i.e., 30 days after gavage initiation) were stained with hematoxylin and eosin.

### Liver triglycerides

Liver powder obtained from the first cohort of mice (i.e., 30 days after gavage initiation) was homogenized in isopropanol and triglyceride concentration was measured using an enzymatic assay (Triglycerides LiquiColor, Stanbio) as per the manufacturer’s instructions. Data are shown normalized to liver weight.

### Blood collection and serum biomarker measurements

Blood was collected from fasted (4–16 h) or re-fed animals (15 min to 1 h). Re-feeding was performed by injecting a bolus of glucose (1 g/kg of BW) IP or by oral gavage as indicated. For active GLP-1 measurement, blood was collected on Dpp4 inhibitor-coated tubes (BD P700). Serum glucose, triglycerides, and cholesterol levels were assessed using Infinity reagents (Thermo Scientific) as per the manufacturer's instructions. Serum endocrine panel (ghrelin, GIP, GLP-1, glucagon, insulin, leptin) was performed using the Bio-Plex Pro Mouse Diabetes 8-Plex Assay (Bio-Rad) as per the manufacturer’s protocol.

### Cecum transcriptomics

Ceca were collected from the first cohort of mice (i.e., 30 days after gavage initiation), emptied of their content, and flash-frozen. Libraries were prepped using Illumina’s TruSeq Stranded mRNA HT Kit according to the manufacturer’s instructions. In brief, total 1 µg RNA was poly-A selected, fragmented by metal-ion hydrolysis and then converted to complementary DNA (cDNA) using SuperScript II. The cDNA was then end-repaired, adenylated, and ligated with Illumina sequencing adapters. Finally, the libraries were enriched by PCR amplification. Libraries were pulled into groups of 12 to a lane and sequenced using an Illumina HiSeq 2500 with 50-bp single-read chemistry.

Sequencing reads were mapped to the GRCm38 genome with STAR^46^. Gene-level read counts were generated using featureCounts^47^ and GENCODE gene annotation. Analysis of differential expression was carried out using DESeq2^48^, with a two-factor design that accounted for time of sacrifice and antibiotic treatment. Statistical significance was assessed using a negative binomial Wald test, then corrected for multiple hypothesis testing with the Benjamini–Hochberg method.

Principal component analysis was performed using the 500 genes with highest variance across all samples. A heatmap was generated by selecting differentially expressed genes associated with sugar or lipid metabolism. A regularized logarithm transformation^48^ was applied to the gene-level read counts, which were then mean-centered and hierarchically clustered for visualization.

### Quantitative RT-PCR

RNA and cDNA were prepared andqRT-PCR performed^49^. Absolute transcript expression was calculated using the standard curve method (using three technical replicates), normalized to 18S RNA, actin and RPL10 expression, and finally median normalized group wise (*n* = 8/group).

### Microbiome composition by 16S rRNA amplicon analysis

Fecal samples from the same time point were collected from individually housed mice the day before gavage treatment initiation. Likewise, before the end of the experiment fecal samples were collected from individually housed AIMD-treated and vehicle-treated mice. Stool were frozen until DNA collection. The stool pellets were then weighed and resuspended in PBS and DNA was extracted using QIAamp DNA Stool Mini Kit (Qiagen), precipitated, and washed with ethanol. Resulting DNA was resuspended in TE. 16S rRNA gene sequence tags, corresponding to the hypervariable V3–V4 region, were generated using the MiSeq sequencing platform. The full-length primer sequences are^50^: 16S amplicon PCR forward primer = 5′-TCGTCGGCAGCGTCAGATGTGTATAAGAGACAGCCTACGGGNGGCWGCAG; 16S amplicon PCR reverse primer = 5′-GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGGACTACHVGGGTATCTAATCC.

The 9,584,677 total raw reads from Illumina MiSeq were quality controlled using QIIME v1.9.1 with default parameters, followed by closed-reference OTU clustering at 97% similarity level against the GreenGenes database (v13_8), resulting 4,344,060 reads in total (average of 164,103 for NA, 164,989 for aNA, and 296,188 for pre-treatment). After rarefying the samples to the same sequencing depth of 20,000 reads per sample, α-diversity, β-diversity, and differential OTU abundance analyses were performed on the rarefied OTU table with QIIME and ANCOM.

### PICRUSt analysis

The functional profile of KEGG Orthology (KO) for each sample was predicted from 16S rRNA amplicon data with PICRUSt. The predicted KO abundances were collapsed to level 3 by grouping them into a higher level of functional categorization.

### Statistics

Most experiments had an *n* of 6–8 mice per group. Our previous experience has shown that this number is sufficient to notice a 20% change between groups^43,49,51^. AIMD-treated and vehicle-treated mice (two groups) comparisons were done with unpaired *t* tests (serum measurements) or Mann–Whitney *U* test (SCFA or BA measurements). Three-way comparisons (pre-treatment vs. AIMD vs. vehicle) were done with Kruskal–Wallis test. To address the compositionality problem inherent in sequencing data sets (i.e., 16S microbiome differences), we performed ANCOM analysis^24^ to statistically test the differential abundance between pre-treatment/vehicle group and AMID group. Statistical significance of differential gene expression from RNA-sequencing data was assessed using a negative binomial Wald test, and then corrected for multiple hypothesis testing with the Benjamini–Hochberg method. No blinding was performed for these experiments.

### Data availability

16S sequencing data is available in the European Bioinformatics Institute (EBI) database with the ascension number ERP109010 and the Qiita database under study ID 11785. Annotated 16S OTUs are located in Supplementary Data 1. PICRUSt results from our 16S sequencing results is located in Supplementary Data 2. Cecal RNA-seq data is available at NCBI Gene Expression Omnibus (GEO) with the accession number GSE114818. Supplementary Data 3 contains the annotated sequences and differential expression of genes in our conditions.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

# Supplementary material for: Antibiotic-induced microbiome depletion alters metabolic homeostasis by affecting gut signaling and colonic metabolism
**Source:** Nat Commun. 2018 Jul 20;9:2872. doi: 10.1038/s41467-018-05336-9
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Materials**

Supplementary Figures 1-6

Supplementary Tables 1 & 2

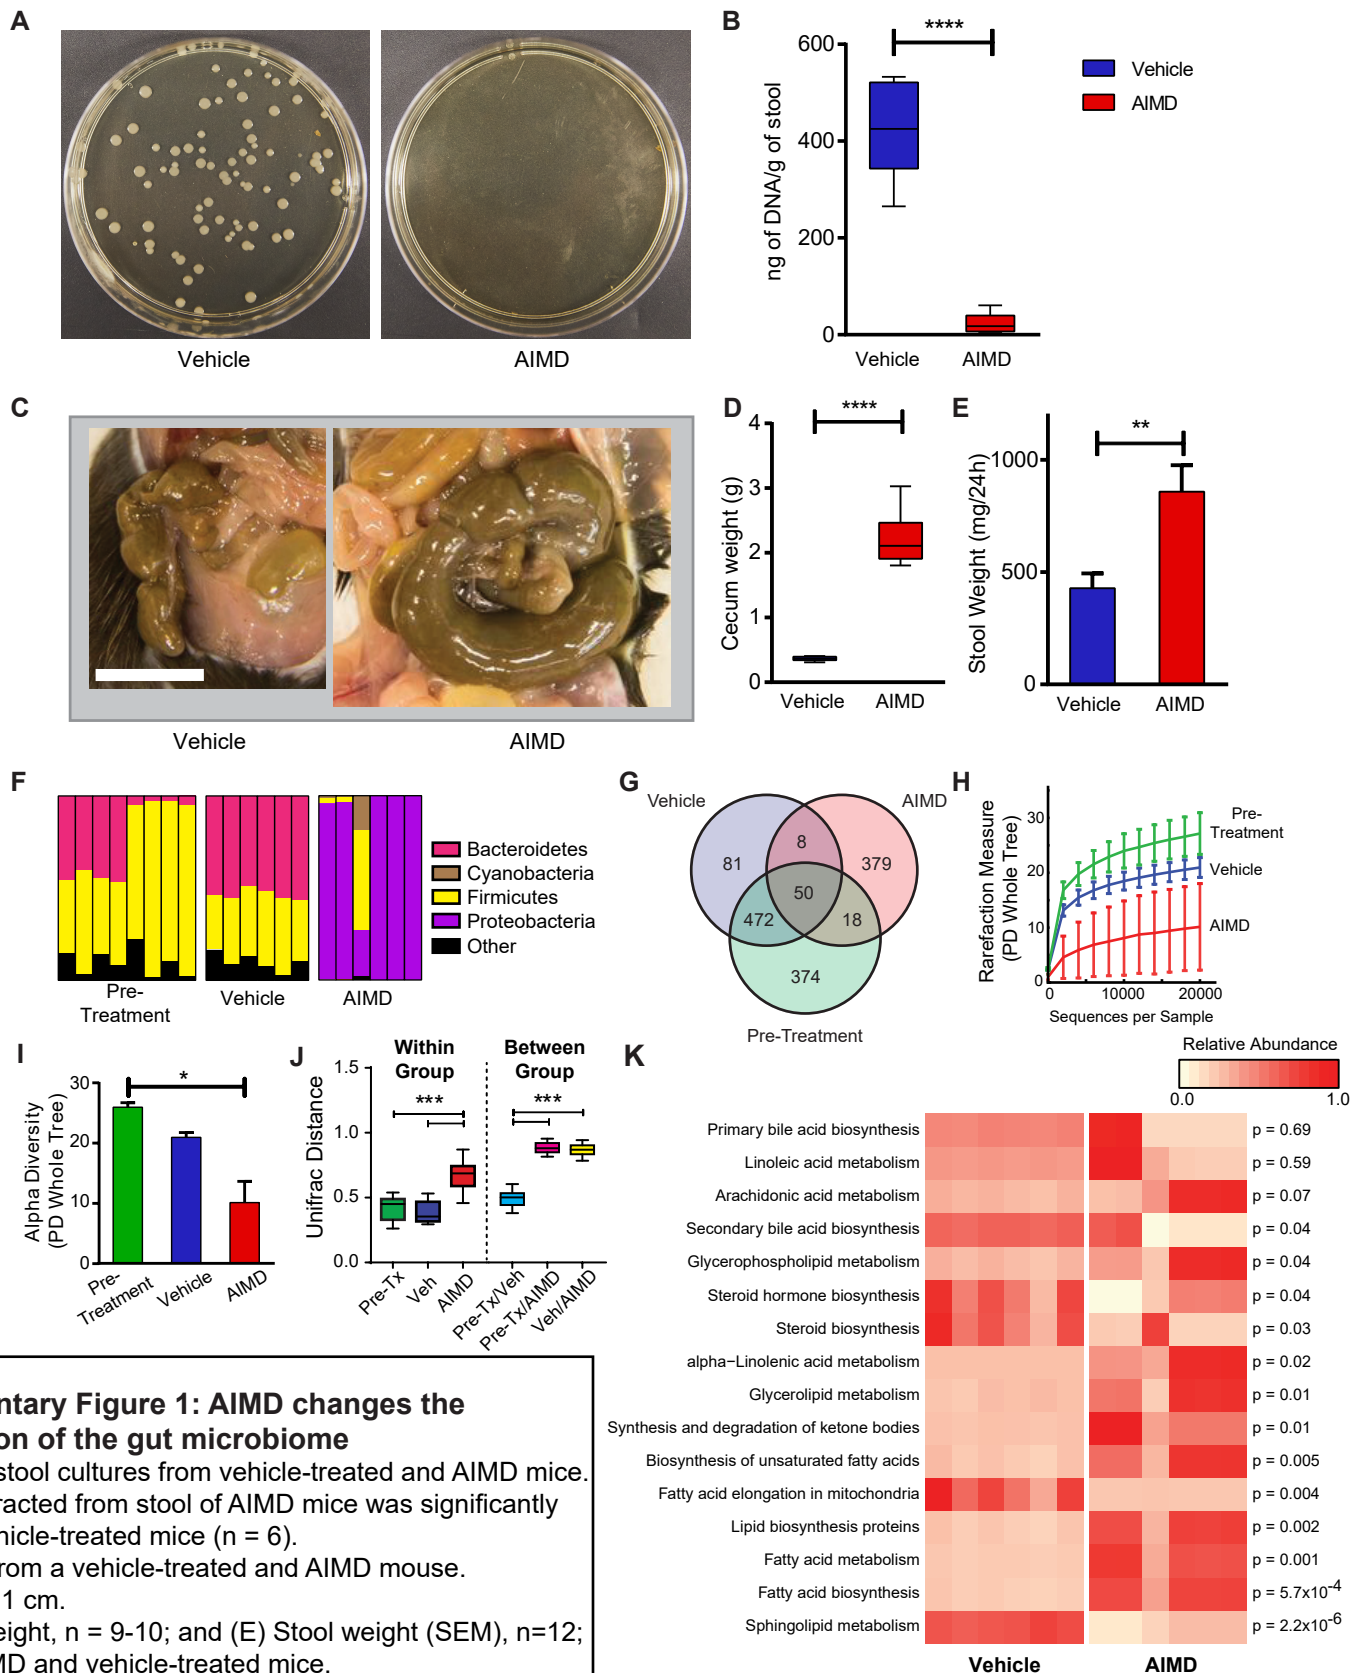

## Supplementary Figure 1: AIMD changes the composition of the gut microbiome

(A) Sample stool cultures from vehicle-treated and AIMD mice.  
 (B) DNA extracted from stool of AIMD mice was significantly less than vehicle-treated mice (n = 6).

(C) Cecum from a vehicle-treated and AIMD mouse. White bar is 1 cm.

(D) Cecal weight, n = 9-10; and (E) Stool weight (SEM), n=12; between AIMD and vehicle-treated mice.

(F) 16S composition results from individual mice.

(G) Number of shared OTUs between conditions. Rarefaction plot (H) and PD-whole tree plot

(I) show that  $\alpha$ -diversity (SEM) was decreased in AIMD mice.

(J) Unifrac distances showing  $\beta$ -diversity differences. The pre-treatment and vehicle treatment microbiomes were similar to each other based on UniFrac distance, whereas the AIMD microbiome had high UniFrac distances both within its own group and with the other conditions.

(K) PICRUSt results of lipid metabolism pathways in the gut microbiome of AIMD and Vehicle mice.

For boxplots, center is mean, box is 25th to 75th percentile, whiskers are 5th to 95th percentile.

Mann-Whitney U test, except for (I) which was a Kruskal-Wallis test; \* p<0.05, \*\* p<0.01, \*\*\* p<0.001.

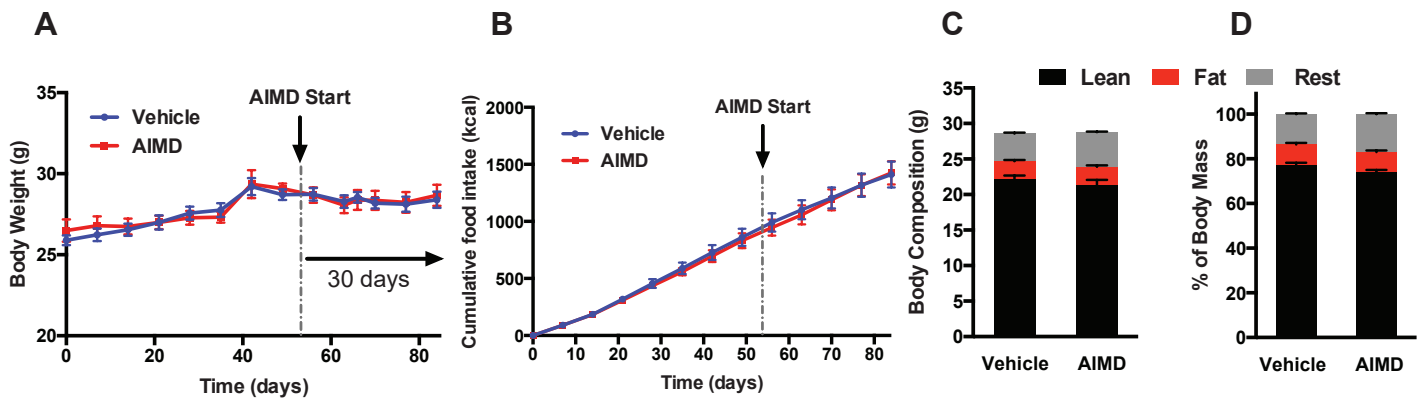

## Supplementary Figure 2. Long-term twice daily AIMD protocol does not affect body weight, food consumption, and body composition of the mice.

Mice received the antibiotics cocktail twice a day for 30 days.

Body weight (A), food consumption (B) and body composition in grams (C) or as a percentage of total body weight (D) are not different between control and treated mice. All error bars are SEM.

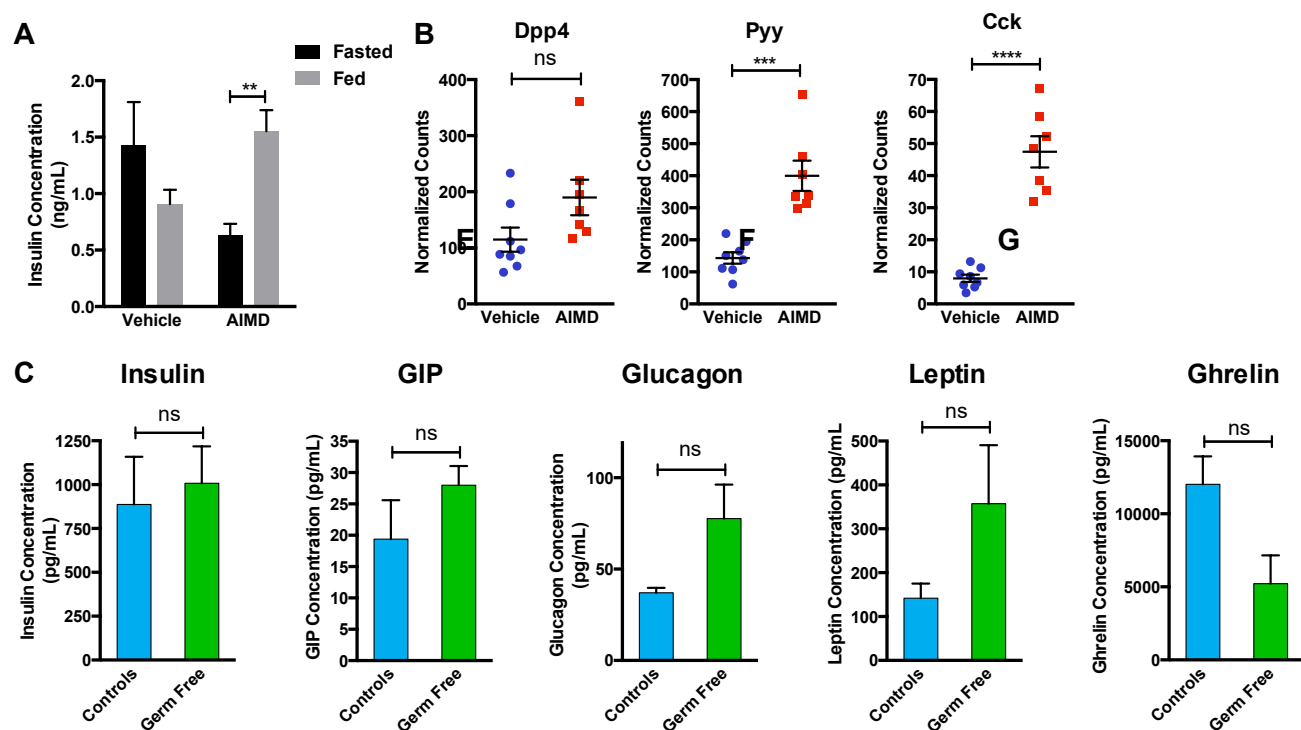

### Supplementary Figure 3: Microbiome depletion in AIMD or germ-free mice leads to increased level of GLP1 and other gut hormones.

(A) Serum level of insulin after 16 hours of fasting (asted) or 15 min after an oral bolus of glucose (1g/kg BW; Fed). Blood was collected on Ddp-4 inhibitor coated tubes (n=5/group).

(B) Quantification by RNA sequencing of Dpp4, Pyy and Cck mRNA expression in the cecum (n=7-8/group).

Adjusted p-value, \* p<0.05, \*\* p<0.01, \*\*\* p<0.001, \*\*\*\* p<0.0001.

(C-G): Serum endocrine panel in germ-free mice - serum levels of total insulin (C) , GIP (D), Glucagon (E), Leptin (F), Ghrelin (G) (n=5/group). Student's t-test, \* p<0.05, \*\* p<0.01, \*\*\* p<0.001. All error bars are SEM.

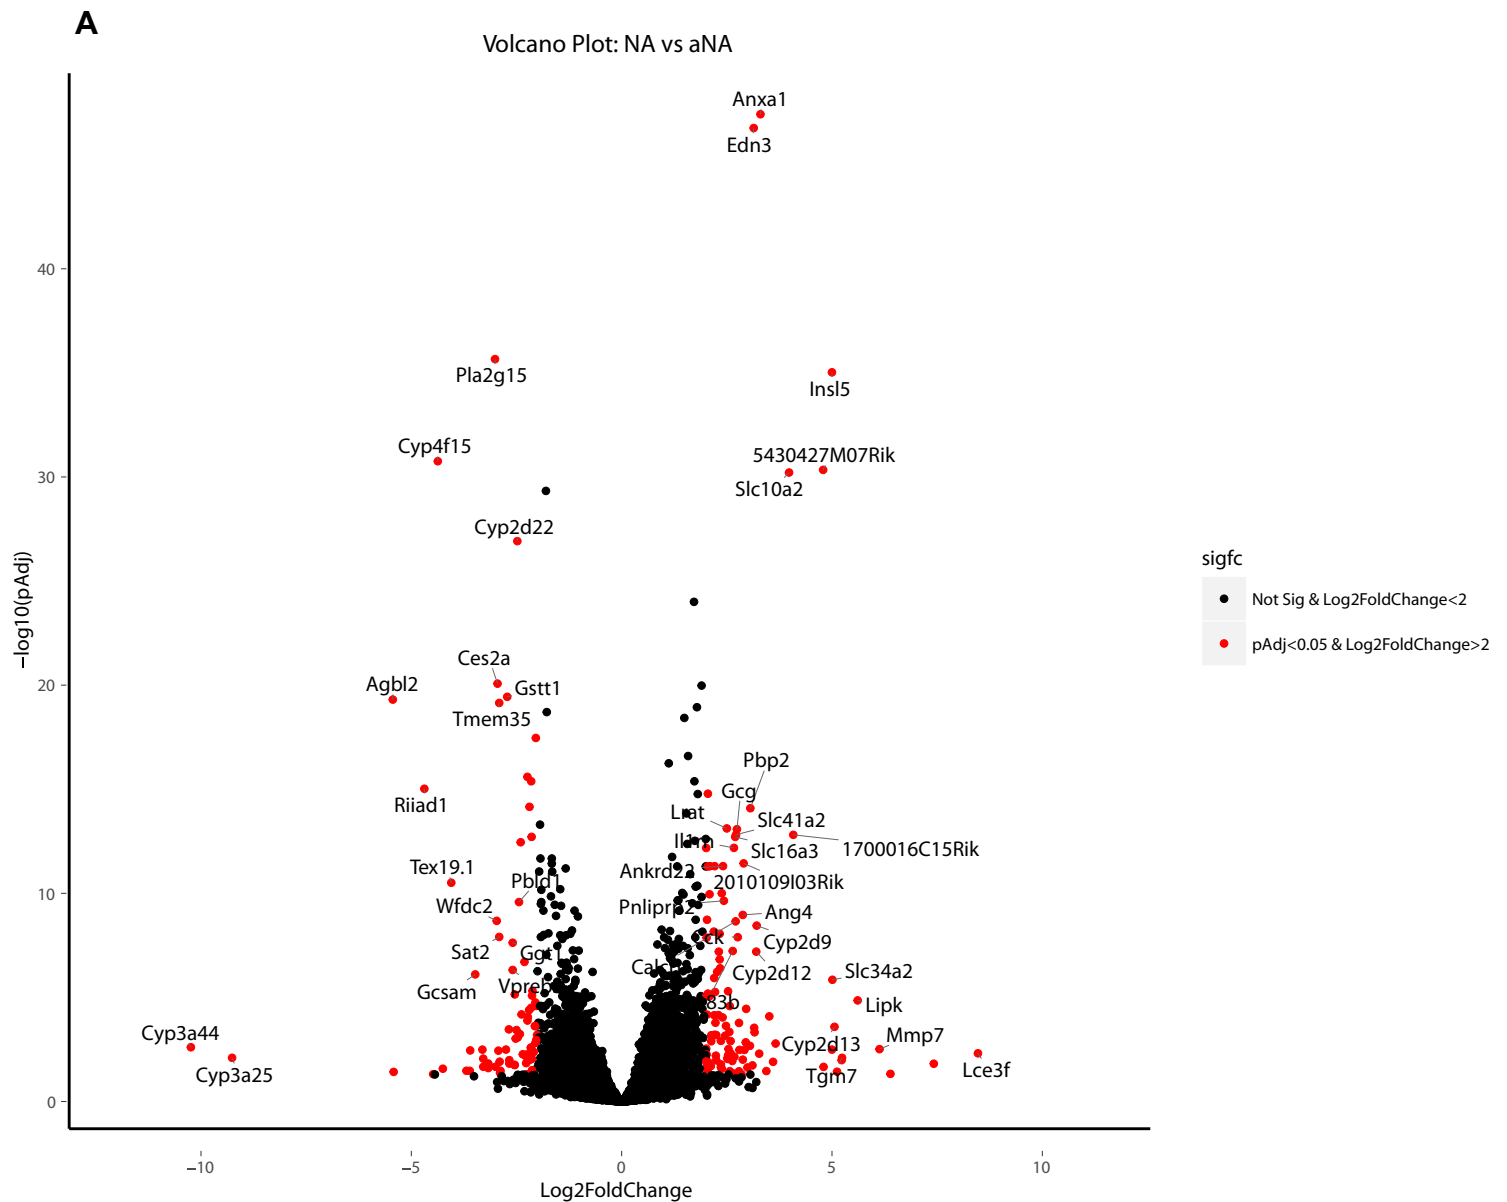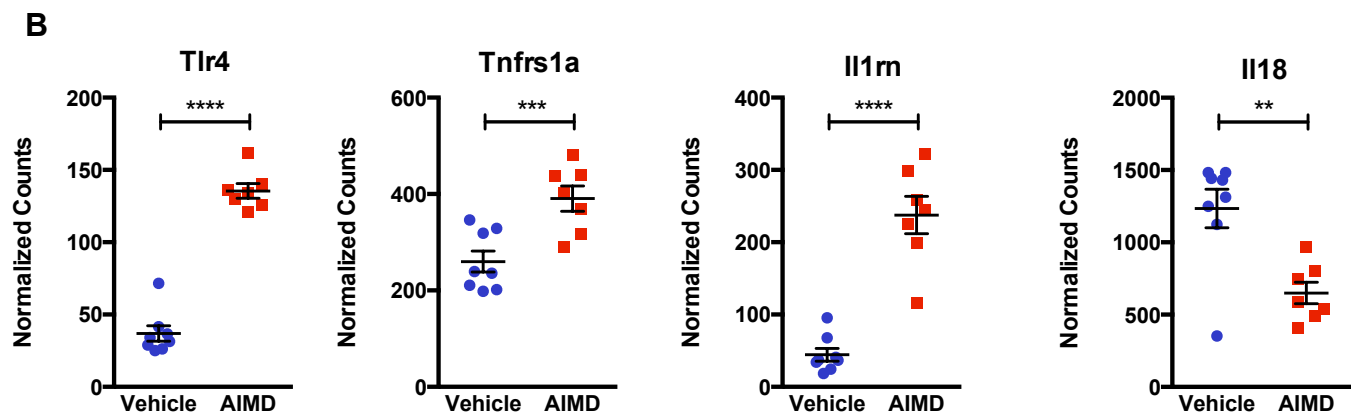

**Supplementary Figure 4: AIMD induces major changes in the cecal transcriptome, including the genes expressing inflammatory cytokines.**

(A) Volcano plot of RNA-sequencing data.

(B) Expression level (and SEM) of selected pro and anti-inflammatory cytokines in the cecum.

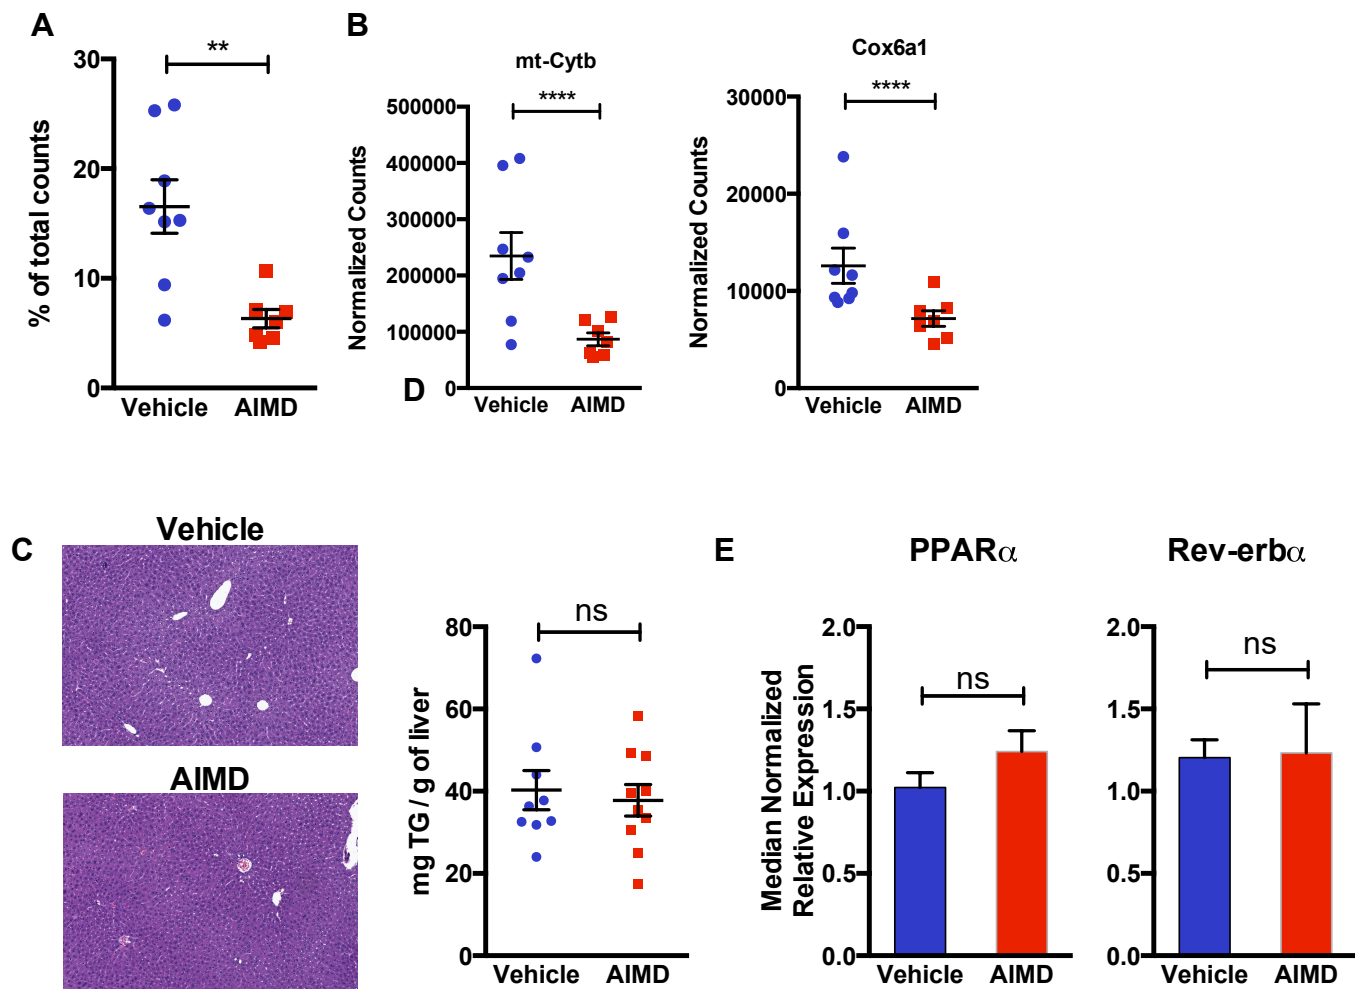

### Supplementary Figure 5: Mitochondria are reduced in the cecum of AIMD mice and hepatic lipid metabolism is unaffected by AIMD treatment.

(A) Percentage of total cecal RNA-sequencing reads mapping to mitochondrial chromosome M.

(B) Quantification by RNA sequencing of mt-Cytb and Cox6a1 mRNA levels in the cecum (n = 7-8/group).

Adjusted p-value, \* p<0.05, \*\* p<0.01, \*\*\* p<0.001, \*\*\*\* p<0.0001.

(C) Representative H&E staining of the liver of vehicle and AIMD mice.

(D) Hepatic triglyceride levels (n=9-10/group).

(E) Quantification by RT-qPCR of PPAR $\alpha$  and Rev-erb $\alpha$  mRNA levels in the liver (n=8/group).

All error bars are SEM.

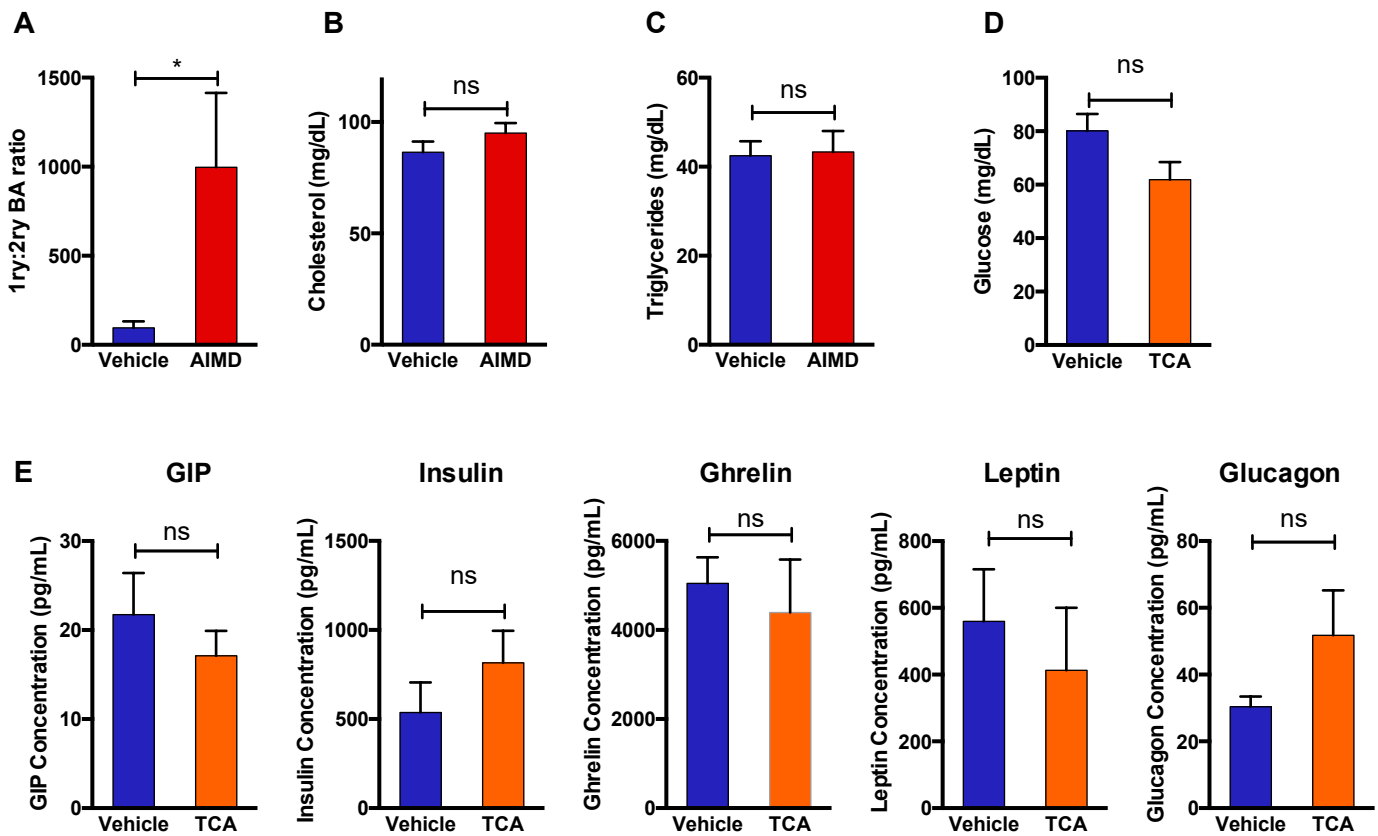

### Supplementary Figure 6: Serum cholesterol and TG are unchanged in AIMD mice; TCA gavage affects serum endocrine profile.

(A) Ratio of primary to secondary bile acids in the serum.

(B) Serum cholesterol level in AIMD mice (n=8-10/group).

(C) Serum triglycerides level in AIMD mice (n=8-10/group).

(D) Serum glucose levels in TCA mice (n=4/group).

(E) Serum endocrine panel in TCA mice - serum levels of GIP, Ghrelin, Leptin and Glucagon.

Unpaired t-test, \* p<0.05, \*\* p<0.01, \*\*\* p<0.001. All error bars are SEM.

## SUPPLEMENTARY EXPERIMENTAL PROCEDURES

Supplementary Table 1. Measurements of common fecal bile acids (in nmol/mg)

|                                          | Vehicle-treated<br>n=11 | AIMD<br>n=12     | p-value  |
|------------------------------------------|-------------------------|------------------|----------|
| <b>Primary Bile Acids</b>                |                         |                  |          |
| Cholic Acid (CA)                         | 2.04<br>(0.993)         | 0.02<br>(0.003)  | 0.008    |
| $\alpha$ -Muricholic Acid (aMCA)         | 10.22<br>(3.989)        | 0.00<br>(0.000)  | 1.40E-05 |
| $\beta$ -Muricholic Acid (bMCA)          | 41.73<br>(15.660)       | 0.08<br>(0.028)  | 1.00E-06 |
| Taurocholic Acid (TCA)                   | 0.86<br>(0.379)         | 6.38<br>(1.708)  | 4.40E-05 |
| Tauro- $\alpha$ -Muricholic Acid (TaMCA) | 5.22<br>(1.113)         | 0.93<br>(0.324)  | 1.43E-04 |
| Tauro- $\beta$ -Muricholic Acid (TbMCA)  | 6.53<br>(1.611)         | 23.59<br>(7.582) | 0.002    |
| Taurochenodeoxycholic Acid (TCDCA)       | 0.16<br>(0.039)         | 0.37<br>(0.042)  | 0.001    |
| <b>Total Primary Bile Acids</b>          | 66.76<br>(22.190)       | 31.37<br>(8.405) | 0.027    |
| <b>Secondary Bile Acids</b>              |                         |                  |          |
| Deoxycholic Acid (DCA)                   | 5.89<br>(1.794)         | 0.32<br>(0.080)  | 1.32E-04 |
| Hyocholic Acid (HCA)                     | 2.16<br>(0.616)         | 0.00<br>(0.002)  | 0.003    |
| $\omega$ -Muricholic Acid (wMCA)         | 44.83<br>(44.830)       | 0.00<br>(0.004)  | 1.00E-06 |
| Taurodeoxycholic Acid (TDCA)             | 0.91<br>(0.282)         | 0.00<br>(0.000)  | 1.40E-05 |
| Tauroursodeoxycholic Acid (TUDCA)        | 0.34<br>(0.035)         | 0.34<br>(0.089)  | 0.316    |
| Taurolithocholic Acid (TLCA)             | 0.14<br>(0.029)         | 0.01<br>(0.005)  | 3.00E-06 |
| Taurohyodeoxycholic Acid (THDCA)         | 0.38<br>(0.051)         | 0.34<br>(0.089)  | 0.134    |
| <b>Total Secondary Bile Acids</b>        | 54.66<br>(14.850)       | 1.03<br>(0.164)  | 1.00E-06 |

Note: Mean (SEM); p-value calculated with Mann-Whitney U test

Supplementary Table 2: Measurements of common serum bile acids (in  $\mu\text{M}$ )

|                                          | Vehicle-treated<br>n = 10 | AIMD<br>n = 9          | p-value  |
|------------------------------------------|---------------------------|------------------------|----------|
| <b>Primary Bile Acids</b>                |                           |                        |          |
| Cholic Acid (CA)                         | 0.08<br>(0.049)           | 9.59E-05<br>(2.97E-05) | 2.20E-05 |
| $\alpha$ -Muricholic Acid (aMCA)         | 1.05E-04<br>(7.10E-05)    | 3.77E-05<br>(3.77E-05) | 0.5975   |
| $\beta$ -Muricholic Acid (bMCA)          | 0.03<br>(0.017)           | 3.83E-03<br>(2.24E-03) | 0.0133   |
| Taurocholic Acid (TCA)                   | 0.32<br>(0.211)           | 0.55<br>(0.337)        | 0.0101   |
| Tauro- $\alpha$ -Muricholic Acid (TaMCA) | 13.08<br>(7.724)          | 126.50<br>(81.450)     | 0.4470   |
| Tauro- $\beta$ -Muricholic Acid (TbMCA)  | 42.81<br>(28.440)         | 130.10<br>(80.620)     | 0.0101   |
| Taurochenodeoxycholic Acid (TCDCA)       | 0.02<br>(0.011)           | 0.06<br>(0.037)        | 0.0101   |
| <b>Total Primary Bile Acids</b>          | 56.32<br>(36.440)         | 257.30<br>(162.400)    | 0.0101   |
| <b>Secondary Bile Acids</b>              |                           |                        |          |
| Deoxycholic Acid (DCA)                   | 0.05<br>(0.012)           | 0.02<br>(0.002)        | 0.0015   |
| Hyochoic Acid (HCA)                      | 0.00<br>(0.000)           | 1.18E-04<br>(8.29E-05) | 0.2105   |
| $\omega$ -Muricholic Acid (wMCA)         | 0.03<br>(0.010)           | 0.00<br>(0.000)        | 2.20E-05 |
| Taurodeoxycholic Acid (TDCA)             | 0.12<br>(0.077)           | 0.00<br>(0.000)        | 2.20E-05 |
| Tauroursodeoxycholic Acid (TUDCA)        | 0.03<br>(0.017)           | 0.08<br>(0.047)        | 0.0101   |
| Taurolithocholic Acid (TLCA)             | 7.10E-04<br>(4.12E-04)    | 6.40E-05<br>(2.49E-05) | 0.0041   |
| Taurohyodeoxycholic Acid (THDCA)         | 0.02<br>(0.010)           | 3.78E-06<br>(3.78E-06) | 2.20E-05 |
| <b>Total Secondary Bile Acids</b>        | 0.24<br>(0.125)           | 0.10<br>(0.047)        | 0.0435   |

Note: Mean (SEM); p-value calculated with Mann-Whitney U test.

# Supplementary material for: Antibiotic-induced microbiome depletion alters metabolic homeostasis by affecting gut signaling and colonic metabolism
**Source:** Nat Commun. 2018 Jul 20;9:2872. doi: 10.1038/s41467-018-05336-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**File Name: Supplementary Data 1**

**Description:**

Supplementary Data 1 contains the 16S sequencing annotations: This EXCEL file includes 5 pages with each for a part of the phylogenic tree (phylum, class, order, family, and genus). Column A has the OTUs assigned to the phylogeny, Column B-I has the 8 samples from the pre-treatment condition (Pretx 1-8), Column J-O has the 6 samples from the vehicle-treated condition (NA 1-6), and Column P-U has the 6 samples from the antibiotic-treated conditions (aNA 1-6). The numbers in the cells represent the percent reads.

**File Name: Supplementary Data 2**

**Description:**

Supplementary Data 2 contains the results of PICRUSt analysis: This EXCEL file includes 3 pages with each a different level of the KEGG Orthology Pathway (Level 1-3). Column A has the KEGG Orthology Pathway abundances, Column B-I has the 8 samples from the pre-treatment condition (Pretx 1-8), Column J-O has the 6 samples from the vehicle-treated condition (NA 1-6), and Column P-U has the 6 samples from the antibiotic-treated conditions (aNA 1-6). The numbers in the cells represent the number of hits in that pathway from 16S sequencing results.

**File Name: Supplementary Data 3**

**Description:**

Supplementary Data 3 contains the annotated RNA-seq results. This EXCEL file includes one page. Column A contains the gene. Column B contains the mean normalized count of vehicle-treated samples. 

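The table was compared with the reads recovered from the deposited FPKM. For 1996 genes in the part of the table that was read, the mean over all 15 mice of reads divided by size factor was within 1% of the listed mean normalized count in 100% of the genes. With the mean over the 8 vehicle-treated mice, none was within 1%, and the median ratio to the listed value was 0.825.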

Column C includes the log2 fold change of antibiotic-treated condition, Column D has the raw p-value of the difference using a negative binomial Wald test, and Column E has the adjusted p-value which is corrected for multiple hypothesis testing with the Benjamini-Hochberg method.

How the deposited data were processed for this re-analysis (not part of the article)

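Cecal RNA of 7 AIMD mice and 8 vehicle-treated mice was measured by sequencing poly-A selected, stranded libraries with 50-base single reads. Ceca were collected 30 days after gavage began. Every mouse was mapped to its group and replicate number from the sample labels, and the replicate numbers name different mice. The paper's text does not name the time of sacrifice of each mouse or which mice shared a sequencing lane, so neither was used here.

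The authors mapped the reads to GRCm38 with STAR, counted them per gene with featureCounts and GENCODE annotation, and deposited FPKM values by gene symbol without pooling mice. How the counts became FPKM is not described in the paper's text. For their own tests the authors used DESeq2 on counts, with treatment and time of sacrifice as factors. The deposited table has 45808 rows, 27 of them with a symbol that a spreadsheet had turned into a date, and 4 rows were left out because their symbol stands more than once.

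The FPKM of all 24279 genes above 0 were whole multiples of what 1 read is worth. The exon length in GENCODE M21 gave whole reads for 66.8% of these genes, and another length did so for the rest. The recovered reads gave the depth of each mouse, and the deepest mouse had 4.14 times the reads of the least deep one. The count of reads limits the precision of low genes. The depth by which the deposited FPKM were divided was, in every mouse, almost the depth scaled by a size factor, so the deposited values were already scaled in that way, and leaving out the further size factors can hardly change a result.

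FPKM were divided by median-of-ratios size factors from 13594 genes above 0 in all mice, a pseudocount of 0.5 was added, and log2 was taken. Genes with FPKM of at least 0.5 in at least 7 mice were tested with lmFit and eBayes with a trend in limma 3.58.1 (R 4.3.3), with Benjamini–Hochberg adjustment and a threshold of 0.05 on the adjusted p, all two-sided. Fold changes on this scale understate the change of low genes. Set scores, the mitochondrial share and the ratio of distances in the principal component analysis of 500 genes were compared over all splits of the mice into 7 and 8 by exact permutation, whose smallest p is 0.000155. Correlations over 15 mice used values centred within the groups and 100000 permutations. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

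The genes named are those the paper names for the cecum, members of the gene sets described, and the 5 genes with the largest rise and the 5 with the largest fall among significant genes whose groups do not overlap, whose higher group has a mean FPKM of at least 1 and whose symbol is not a predicted-gene number. Some genes under this rule are not reported here, and the counts include them. Genes outside this rule are marked as chosen after their values were seen. Positions are those of GENCODE M21 on GRCm38, and Gyk and Agpat6 have none under these symbols there. For reads shared between genes, the share of each gene's 50-base windows that also occur in transcripts of other genes was counted. Windows were pooled over all annotated transcripts of a gene, so this share can be too low for the transcript that is expressed.

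The alternatives tried were other scalings, pseudocounts, filters and thresholds, an exact rank-sum test, a replicate block, a clock-gene covariate, each mouse left out in turn, and, for sets, the median, the camera test and no filter. limma voom on the recovered reads, scaling by the total of reads outside chromosome M, a clock-gene axis that is not centred within the groups, and tissue scores or the number of reads as covariates were added after the data were seen. The methods were tested on simulated data. limma called 93.5% of 200 changed genes in the right direction, and 5.56% of its 198 calls were unchanged genes. The exact rank-sum test called 82.5% of the changed genes. Reads were recovered exactly for 100% of 23149 simulated genes, but the lengths behind these genes were given to the method. The search for another length, used for 8050 genes of the data, was therefore not tested by simulation. Of 200 unchanged sets, 5.50% passed an exact p of 0.05. The simulation changed only 200 of 12022 genes, with no small changes and none among the least expressed, and its genes varied independently. In the data 36.0% of tested genes were called and some genes, such as the clock genes, moved together. The simulated rates for genes and sets therefore need not hold for the data. Liver, serum, stool and germ-free measurements were not analysed here.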

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

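The tests of chance, depth and time of sacrifice on the count of genes, and the tests with tissue composition and depth in the model of the mitochondrial share, were chosen only after those results were seen.

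In 137 groups of values, 19 had a mouse far from the others by Dixon's criterion, where chance gives 6.85. The number printed for each of those named here is the gap to the nearest mouse divided by the range of the group. Vehicle replicate 8 was lowest of its group for Gcg (0.574), Il18 (0.807), Acad8 (0.574), Decr1 (0.540), Hadh (0.646) and Slc5a8 (0.537). It was also the least deep mouse, with 4372454 reads. For Il18, Acad8, Decr1, Hadh and Slc5a8 its value lay toward the AIMD mice, and for Gcg it lay away from them. On scores looked at after these results were seen, it was highest of its group, with a smooth muscle score of 6.78 against 4.23 to 5.48 in the other vehicle-treated mice and an ileum score of 5.04 against 1.44 to 4.30. Neither score was far from the others by the same criterion, and whether tissue composition is why this mouse differed in these genes was not tested.

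AIMD replicate 4 was highest of its group for Pgk1 (0.702), Slc5a8 (0.691), Cyp2d9 (0.615) and Gpbar1 (1), where it had 2 reads and all other mice 0. Vehicle replicate 2 was highest for Cyp2d9 (0.596), B4galnt2 (0.652) and n-R5-8s1 (0.778), a ribosomal RNA gene with an FPKM of 1779 in that mouse. Vehicle replicate 5 was highest for Tlr4 (0.570), AIMD replicate 1 highest for Riiad1 (0.636) and AIMD replicate 6 lowest for Tex19.1 (0.594). No biological explanation was tested for these mice.

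The mitochondrial share of AIMD replicate 7, at 19.3%, was far above those of the other AIMD mice (gap over range 0.591), and leaving it out moved the difference between the groups to -16.6 percentage points. For the difference itself, depth goes with a part of it, since the share fell with the number of reads within the groups (r = -0.569), and AIMD mice were sequenced more deeply. With the number of reads in the model, the difference was -9.81 percentage points and still passed the threshold of 0.05 (exact permutation p = 0.0375). An explanation by tissue composition remains, since with scores of epithelial and smooth muscle genes in the model the difference was -6.30 percentage points and did not pass (exact permutation p = 0.201). The lower share in AIMD mice cannot be told apart from a difference in tissue composition.

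Among genes that the paper does not discuss, the log2 fold changes of largest size were 4.92 in Insl5, 3.30 in Cyp2d9, 3.22 in B4galnt2, 3.15 in Anxa1, -4.37 in mt-Tq, -3.50 in Cyp4f15, -3.14 in n-R5-8s1, -3.11 in Riiad1 and -2.99 in Tex19.1, by the rule for named genes. Each was significant with any 1 mouse left out. mt-Tq and n-R5-8s1 encode transfer and ribosomal RNA, which poly-A selection removes in part, and mt-Tq had a median of 4 reads in AIMD mice. Reads shared with other genes are a limit for Cyp2d9, with 21.8% shared windows. For the whole count of genes, 1 of 100 splits that part all same-numbered mice, the real one, gave as many, and the next largest gave 3214 in a group made only of vehicle-treated mice, which is nearly the real split. With reads thinned to the least deep mouse, 3728 genes were called again in the same direction. The clock-gene axis did not differ between the groups (exact permutation p = 0.743). Across genes, log2 fold changes followed gene length with a rho of 0.123 and GC content with a rho of -0.126, both under the 0.3 set as the limit. The lane of each mouse was not used here.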

How the results depend on the processing

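All tests and alternatives here were set before the data were examined, except limma voom on recovered reads, scaling by the total of reads outside chromosome M, the clock-gene axis that is not centred, and the fits with tissue scores or the number of reads in the model, which were chosen only after the result was seen.

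The count of 4315 differentially expressed genes was 2481 at an adjusted p under 0.01 and 765 when a log2 change of at least 1 was also required. Under the other alternatives it lay between 3887 (exact rank-sum test) and 5351 (adjusted p under 0.1), with 4432 after quantile normalization, 4216 without a filter, 4435 with voom and 4135 when scaled by reads outside chromosome M. It ranged from 3551 to 4638 in the 15 fits that each left out 1 mouse. The FPKM as deposited gave 4319, which shows no stability, since the deposited values were already scaled by size factors. Of the 4315 genes, 4185 were called again with voom and 4157 after quantile normalization.

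With the replicate number as a block, which pairs numbers 1 to 7 and so leaves out vehicle replicate 8, 4646 genes were called. Same-numbered mice are different animals, and their deviations from the group means correlated by 0.0609 on average against -0.00993 for other pairs. The β-oxidation score difference of -0.19 was -0.25 with the replicate block (exact sign-flip p = 0.0156, the smallest that 7 pairs can give), and the oxidative phosphorylation score difference of -0.26 was -0.38 (exact sign-flip p = 0.0469). Both passed the threshold of 0.05 in this fit and in the fit without vehicle replicate 8, whose differences are the same by design. In the fits that each left out 1 mouse, the β-oxidation difference ranged from -0.25 to -0.15 and the oxidative phosphorylation difference from -0.38 to -0.18, and the only one that passed for either was without vehicle replicate 8.

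The glycolysis difference of 0.53 did not pass the threshold in limma's camera test against all other tested genes (p = 0.0886, over genes and not over mice, against an exact permutation p of 0.000777 over mice), and the cause was not tested. It passed under the other alternatives, between 0.40 without a filter and 0.93 with the median, and between 0.49 and 0.57 with each mouse left out. The proliferation difference of 0.16 lay between 0.09 and 0.21 with each mouse left out and passed only with the clock-gene axis that is not centred in the model. The ratio of distances passed under each alternative tried, from 1.44 to 1.59 with each mouse left out, and so did the mitochondrial share, from -17.4 to -13.4 percentage points with each mouse left out, except with tissue scores in the model. The paper-named genes called in the stated direction numbered between 45 and 48 in all alternatives, against 47.

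With the clock-gene axis that is not centred in the model, the β-oxidation difference was -0.16 (exact permutation p = 0.0117) and the proliferation difference 0.20 (exact permutation p = 0.0367), and both passed, while the oxidative phosphorylation difference of -0.22 did not (exact permutation p = 0.155). With the epithelium and smooth muscle scores in the model, the β-oxidation difference was -0.47 (exact permutation p = 0.000777), the oxidative phosphorylation difference -0.72 (exact permutation p = 0.00793), the proliferation difference changed direction to -0.0622 (exact permutation p = 0.762) and the mitochondrial share difference was -6.30 percentage points (exact permutation p = 0.201). Both tissue scores differ between the groups, so this fit also takes out what they share with the treatment, and the cause of these changes was not tested.

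For 63 named genes, 674 of 693 recomputed log2 fold changes kept their direction and side of the threshold, 6 no longer passed, 13 newly passed and 0 changed direction. These were in Dpp4, Fabp2, Cpt1a, Acss1, Fasn, Acot7, mt-Cytb and Slc5a1. At an unadjusted p under 0.05, 5491 genes passed in all.

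A time of sacrifice was not run as a factor, because the column names do not state it. A clock-gene score centred within the groups leaves every fold change as it was, so it is no test of a time difference and only narrows the residual spread, which gave 5129 genes. With the axis not centred, fold changes moved by up to 0.29, 5121 genes were called, and 4315 of the 4315 were called again. Low counts of reads limit the precision of genes such as Gpbar1, Gapdh and mt-Tq. Gapdh had at most 27 reads in any mouse. In the same mice Tpi1 had at least 2012 reads and Ldha at least 5424, which argues against depth as the cause. Of the 4598 windows of Gapdh, 1155 also occur among 223 other genes, so its low count need not mean low expression. Whether shared reads are the cause was not tested.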

Differences from the paper's values

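The share of expression on chromosome M in AIMD mice was 11.2% of FPKM against the paper's about 6.3% of reads in Supplementary Fig. 5A, read by eye. Of the alternatives chosen beforehand, the percentage of reads (6.43%) and the 13 protein-coding genes (8.61%) lay within 1 SD between mice of the paper's value. The log2 fold change of Tlr4 was 1.37 against the paper's 1.83 in Supplementary Data 3. With a pseudocount of 0.1 it was 1.79, within 1 SD between mice of the paper's value, and the others chosen beforehand did not close the gap. limma voom on recovered reads, chosen after seeing the values, gave 1.95.

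The paper states that the inhibitor of interleukin-1 was lower in AIMD mice, and the log2 fold change of Il1rn was 1.91. Supplementary Data 3 lists 2.32 for it. The paper names Decr2 among the downregulated enzymes of β-oxidation and states that all of them fell. Decr2 had 0.58, against 0.60 in Supplementary Data 3, and 5 of 34 tested genes were significantly higher. Fabp2, named as downregulated, had 0.77. Ibap (Fabp6), named as upregulated in the discussion, had -1.27 with an adjusted p of 0.522 from limma. Its direction is left open, since vehicle replicates 5, 7 and 8 lay far above all other vehicle-treated mice. No setting tried for single genes called Il1rn, Decr2, Fabp2 or Fabp6 in the stated direction.

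Acot7, named as downregulated, fell by 0.57 on the log2 scale without passing the threshold (limma adjusted p = 0.0531, from 0.00693 to 0.178 over the alternatives). It passed after quantile normalization, with the replicate block, with the clock-gene score, with some mice left out, and, in fits chosen after seeing the values, with voom and with the clock axis that is not centred. The paper counts 8 of 10 enzymes of anaerobic glycolysis as upregulated. Hk2, Pfkp, Pgk1, Pgam1, Eno1, Pklr and Ldha, the last of them lactate dehydrogenase, were significantly higher, and of the 10 steps from glucose to pyruvate, 7 had an isoform that was. The supplement describes the mean normalized count in Supplementary Data 3 as that of vehicle-treated mice, and the recovered reads matched it as the mean over all 15 mice.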

Other observations

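The tests of enteroendocrine cells and of ileal tissue, and the counts of splits, were chosen only after the results they concern were seen.

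On the first component of 15 circadian clock genes, which held 92.0% of their variance within groups, the mice lay in 2 clusters. In replicate order, the scores were -3.12, -3.37, -2.44, 2.18, 1.81, 2.36 and 2.59 in AIMD mice and -3.61, -3.54, -3.01, -3.21, 3.26, 3.22, 2.58 and 4.31 in vehicle-treated mice. Of 11 clock genes whose signs were set beforehand for a difference in time of day, 10 had them, so the clusters may reflect the time of sacrifice, a factor in the paper's model. No time is assigned to any mouse here. Both groups have mice in both clusters.

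The paper-named genes called in the stated direction numbered 47, and 1 of 100 splits that part all same-numbered mice, the real one, gave as many, with 25 in the next largest.

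Among 10000 random sets matched on expression level and gene length, the mean log2 fold change of the β-oxidation genes was at percentile 1.32, that of glycolysis at percentile 100 and that of nuclear oxidative phosphorylation at percentile 1.69, each outside the middle 95% of them. Proliferation, at percentile 94.7, lay inside, so its small rise cannot be told apart from that of other genes of like level and length.

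More enteroendocrine cells are a candidate explanation for the rise of Gcg. The score of 9 enteroendocrine markers other than hormones differed by -0.296 (exact permutation p = 0.173), and with that score in the model the difference of Gcg was 2.62. The markers did not move together, since Chgb rose by 0.65 on the log2 scale and Cpe fell by 1.21. Pcsk1 and Tph1, which make peptide hormones and serotonin, were left out of that score and rose by 0.76 and 0.42. With them counted in, the score differed by -0.13 (exact permutation p = 0.454) and the difference of Gcg was 2.69, so neither score rose with Gcg. The set of 18 tested enteroendocrine genes that includes the hormones, Gcg among them, rose by 0.49 (exact permutation p = 0.00186, 0.0109 adjusted over 20 sets). None of these scores was adjusted for tissue composition, and vehicle replicate 8 was highest on both the first marker score and the smooth muscle score. More enteroendocrine cells are therefore not excluded.

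Ileal tissue in the samples of AIMD mice was tested as a cause of the rise of Slc10a2 and does not account for it. The score of ileum markers differed by 0.356 (exact permutation p = 0.563), within the spread between mice. With that score in the model, the difference of Slc10a2 was 3.50 (exact permutation p = 0.000155). Within the groups Slc10a2 followed the score over 15 mice (Pearson's r = 0.707, permutation p = 0.0126, adjusted over 3 relations 0.0175; Spearman's rho = 0.654, permutation p = 0.0301; r = 0.601 without the 2 farthest mice).

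Of 13 protein-coding mitochondrial genes, 6 were below an FPKM of 1 in every mouse. Their median share of windows found in other genes was 99.2%, against 7.61% for the genes with signal, so reads that fit a nuclear copy equally well may have been left uncounted. mt-Atp8, which shares 0%, is an exception. For Pgam1 and Eno1, at most 36.2% of the windows were shared. The windows were pooled over all annotated transcripts of a gene, so sharing in the expressed transcript can be higher. For Eno1, 1432 of 5509 windows were shared, so shared reads remain a possible cause of the low values of both genes.

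All 15 smooth muscle genes were lower in AIMD mice under every scaling tried, and 7 significantly so (score difference -0.91, exact permutation p = 0.00699, 0.0179 adjusted over 20 sets). The 20 genes of cholesterol synthesis were higher by 0.37 (exact permutation p = 0.000622, 0.00777 adjusted), with 10 significantly higher and 2 lower. The paper does not report either, and no cause was tested.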
